# CBX2 is required to stabilize the testis pathway by repressing Wnt signaling

**DOI:** 10.1371/journal.pgen.1007895

**Published:** 2019-05-22

**Authors:** S. Alexandra Garcia-Moreno, Yi-Tzu Lin, Christopher R. Futtner, Isabella M. Salamone, Blanche Capel, Danielle M. Maatouk

## Abstract

XX and XY fetal gonads are initially bipotential, poised between the ovary and testis fate. Multiple lines of evidence suggest that commitment to testis fate requires the repression of genes associated with ovary fate. It was previously shown that loss of CBX2, the subunit of the Polycomb Repressive Complex 1 (PRC1) that binds H3K27me3 and mediates silencing, leads to ovary development in XY mice and humans. While it had been proposed that CBX2 is an activator of the testis-determining gene *Sry*, we investigated the alternative possibility that CBX2 has a direct role as a repressor of the antagonistic ovary-promoting pathway. To investigate this possibility, we developed a quantitative genome-wide profile of the repressive histone mark H3K27me3 and its active counterpart H3K4me3 in isolated XY and XX gonadal supporting cells before and after sex determination. We show that testis and ovary sex-determining (SD) genes are bivalent before sex determination, providing insight into how the bipotential state of the gonad is established at the epigenetic level. After sex determination, many SD genes of the alternate pathway remain bivalent, possibly contributing to the ability of these cells to transdifferentiate even in adults. The finding that many genes in the Wnt signaling pathway were targeted for H3K27me3-mediated repression in Sertoli cells led us to test whether deletion of *Wnt4* could rescue testis development in *Cbx2* mutants. We show that *Sry* expression and testis development were rescued in XY *Cbx2*^*-/-*^*;Wnt4*^*-/-*^ mice. Furthermore, we show that CBX2 directly binds the downstream Wnt signaler *Lef1*, an ovary-promoting gene that remains bivalent in Sertoli cells. Our results suggest that stabilization of the testis fate requires CBX2-mediated repression of bivalent ovary-determining genes, which would otherwise block testis development.

## Author summary

During development, the bipotential fetal gonad can commit to the testis fate or to the ovary fate. Mutation of the epigenetic regulator CBX2 leads to ovary development in XY embryos, suggesting a critical role for chromatin remodeling during sex determination. However, the epigenetic mechanisms that regulate the testis vs. ovary cell-fate decision in the mammalian bipotential gonad are poorly understood. In this study, we developed a genome-wide profile of two histone modifications that play critical roles during development: H3K27me3 (repressive) and H3K4me3 (active). We find that sex-determining genes that are initially co-expressed in XX and XY bipotential gonads are bivalent (marked by both H3K4me3 and H3K27me3) prior to sex determination, poised to engage either the testis or ovary fate. Remarkably, after sex determination, repressed genes that promote the alternate fate remain bivalent. We show that stabilization of the testis fate requires CBX2-mediated repression of bivalent ovary-determining genes, which would otherwise block testis development. Our study provides insight into how the bipotential state of the gonad is established at the epigenetic level, and how the testis fate is stabilized by repression of the ovary fate during sex determination.

## Introduction

Gonadal sex determination, the process by which the bipotential fetal gonad initiates development as either a testis or an ovary, is the first critical step in the development of sexually dimorphic internal and external reproductive organs. Sex determination initiates with a binary cell fate decision within a single somatic cell lineage of the gonad, known as the supporting cell lineage [1, 2]. Cells of this lineage are initially held in a bipotential state in the early fetal gonad, poised between testis and ovary fate. In most mammalian species, including mice and humans, expression of the Y-encoded transcription factor *Sex-determining Region Y* (*Sry*) is required to direct the testis fate of supporting cells [3–5]. In mice, *Sry* is transiently expressed in XY progenitor cells from ~E10.5-E12.5, soon after the gonad is first formed [6, 7]. *Sry’s* primary function is to upregulate its downstream target *Sox9* [8]. *Sox9* upregulation and subsequent maintenance through *Fgf9* leads to Sertoli cell differentiation and establishment of the testis pathway [9]. In the absence of a Y chromosome, the canonical Wnt signaling molecules *Wnt4* and *Rspo1* become upregulated in XX progenitor cells (Vainio, 1999, Chassot, 2008). The subsequent downstream stabilization of β-catenin [10] together with upregulation of other transcription factors such as *Foxl2* [11], leads to the differentiation of pregranulosa cells in the ovary.

Importantly, upregulation of either Sertoli- or pregranulosa-promoting pathways is accompanied by mutually antagonistic mechanisms, which are critical for repressing the alternate pathway at the time of sex determination [9, 12]. Mapping the up- or down-regulation of each gene in the XX and XY gonad between E11.0 and E12.0 revealed that many genes associated with the ovarian pathway became ovary-specific by down-regulation in the XY gonad, while a smaller group of testis genes became testis-specific by down-regulation in the XX gonad [13, 14]. This data established the importance of gene repression in the initiation of testis (or ovary) development.

Interestingly, repression of the alternative fate is actively maintained throughout adulthood. Evidence for this came from a conditional deletion of *Foxl2* in post-natal granulosa cells, which led to their transdifferentiation towards a Sertoli-like state, and reorganization of the ovary into testicular tissue [15]. Conversely, conditional deletion of the testis-determining gene *Dmrt1* in post-natal testes led to transdifferentiation of Sertoli cells into granulosa cells accompanied by ovarian reorganization [16]. This ability to transdifferentiate to the alternate fate highlights both the highly plastic nature of sex determination and the importance of repressive mechanisms that can stably transmit the initial fate decision long after commitment in fetal life.

There is increasing evidence that cell differentiation is epigenetically regulated. During sex determination, the chromatin modifiers GLP-G9A/JMJD1A and CBP/P300 regulate the repressive H3K9me2 mark and the active H3K27ac mark at the *Sry* promoter [17–19]. However, the epigenetic mechanisms that regulate the testis vs. ovary fate at a genome-wide level remain poorly understood. In embryonic stem cells and other pluripotent systems, the Polycomb group (PcG) of epigenetic factors have emerged as critical regulators of cell fate specification by maintaining both pluripotency and cell identity through sustained repression of differentiation programs. The PcG proteins assemble into two multi-protein complexes, Polycomb Repressive Complex 1 and 2 (PRC1 and PRC2), which can functionally cooperate to repress target genes [20]. PRC2 establishes H3K27me3 through its catalytic component EZH1/2 [21, 22]. PRC1 can form either canonical (cPRC1) or non-canonical (ncPRC1) sub-complexes depending on the composition of its subunits. While cPRC1 contains a CBX subunit that binds H3K27me3 and promotes chromatin compaction [23], ncPRC1 complexes lack CBX proteins and their recruitment to chromatin is independent of H3K27me3 [24, 25].

The PcG proteins often work alongside the Trithorax group of proteins (TrxG), which have the opposite role of maintaining transcriptional expression through the deposition of H3K4me3 at active promoters [26]. The co-occurrence of an active and a repressive histone modification at the promoter of developmental genes maintains these so-called “bivalent” genes in a repressed or lowly expressed state, poised for activation upon reception of a developmental signal [27–29]. Hence, the cooperative function of PcG and TrxG adds a layer of regulation by fine-tuning the timing of gene expression and stabilizing cell fate commitment throughout cell division. While CpG islands, transcription factors, and non-coding RNAs appear to play a major role in the establishment of bivalent loci, the exact mechanisms that recruit the PcG and TrxG complexes to specific targets remain elusive [30].

It was previously reported that loss of the cPRC1 subunit CBX2 leads to ovary development in XY mice and humans, suggesting that cPRC1 is required for commitment to the testis fate. Although it was originally proposed that *Cbx2* acts as a direct activator of *Sry*, here we show that XY *Cbx2*^*-/-*^ ovaries have some SOX9-positive cells, implying that *Sry* was expressed in at least some cells in the absence of *Cbx2*. Therefore, we considered the possibility that sex reversal in XY *Cbx2* mutants is caused by a failure to repress the ovarian pathway, rather than a failure to upregulate *Sry*. To identify targets of PcG and TrxG, we compared the genome-wide profiles of H3K27me3 and H3K4me3 in the supporting cell lineage of the gonad at the bipotential stage (E10.5) and after sex determination has occurred (E13.5). We found that key sex-determining (SD) genes are bivalent prior to sex determination, providing insight into how the bipotential state of gonadal progenitor cells is established. Surprisingly, repressed SD genes remain bivalent after sex-determination and, at least in Sertoli cells, bivalency is retained even in adulthood, possibly contributing to the highly plastic nature of the gonad long after the initial fate commitment. This finding also suggests that maintenance of H3K27me3 at ovary-promoting genes throughout sex determination is critical for stabilization of the testis fate. Our finding that the Wnt signaling pathway is a primary target of PcG repression in testes led us to test the possibility that loss of Wnt signaling could rescue testis development in *Cbx2* mutants. We show that *Sry* expression and testis development were rescued in XY *Cbx2*^*-/-*^*;Wnt4*^*-/-*^ double knockout mice, suggesting that at least in the absence of *Wnt4*, *Cbx2* is not required to activate *Sry* as previously proposed. Furthermore, we show that CBX2 targets the bivalent promoter of the downstream Wnt signaler *Lef1* in embryonic and adult testes, supporting a role for CBX2 as a stabilizer of repression at bivalent genes that would otherwise drive ovary fate.

## Results

### XY *Cbx2*^*-/-*^ supporting cells fail to repress the ovarian pathway

It was previously shown that loss of the cPRC1 subunit CBX2 leads to complete XY sex reversal in mice and humans, which was proposed to result from a failure to upregulate *Sry* and *Sox9* expression [31–33]. Although it was proposed that CBX2 activates *Sry*, it remained unclear whether CBX2 is a direct mediator of *Sry*, or whether it functions indirectly by repressing an antagonist of *Sry*. We found that at E13.5, XY *Cbx2*^*-/-*^ mutant gonads have both FOXL2- and SOX9-expressing cells, with fewer SOX9-expressing cells than in wild-type XY gonads (Fig 1A–1D). In addition, we found some individual cells that express both markers simultaneously (arrows in Fig 1D). Testis cords that typically characterize this stage of testis development (Fig 1B) were completely absent (Fig 1C), and *Cbx2*^*-/-*^ gonads developed as hypoplastic ovaries as reported previously [33]. As activation of *SOX9* typically requires SRY in a wild-type background, this phenotype suggested to us that sex reversal is due to a failure to repress the ovary pathway in XY cells, rather than a failure to activate *Sry* and *Sox9*.

**Fig 1:**
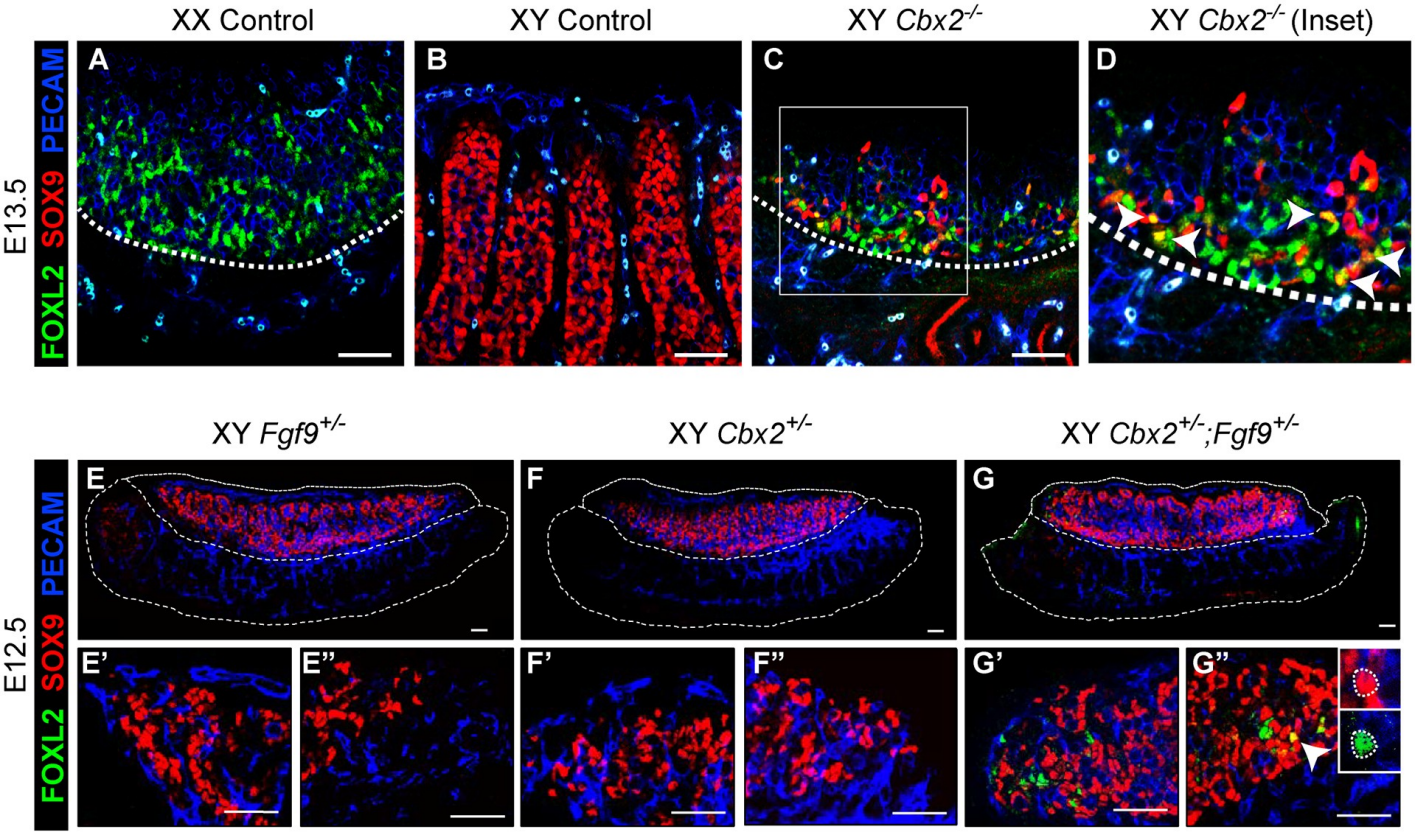
Loss of *Cbx2* in XY cells leads to upregulation of the ovary pathway. E13.5 (A-D) and E12.5 (E-G”) are stained with the pregranulosa cell marker FOXL2 (green), Sertoli cell marker SOX9 (red), and germ cell and vasculature marker PECAM (blue). WT XX gonads have FOXL2-expressing pregranulosa cells (A), whereas WT XY gonads have SOX9-expressing Sertoli cells (red), which are organized around germ cells forming testis cords (B). (C&D) Loss of *Cbx2* in E13.5 XY gonads leads to reduction of SOX9+ Sertoli cells (red) and gain of FOXL2+ pregranulosa cells (green). Some individual cells express both markers (yellow, arrowheads in D). Testis cords are lost and the morphology resembles WT XX gonads (A). XY gonads of single heterozygotes show no evidence of FOXL2 expression (E, F). The anterior (left, eg. E’) and posterior (right, eg. E”) poles of each gonad are enlarged in the bottom row. Gonads of *Cbx2;Fgf9* double heterozygous mice (G) have FOXL2+ pregranulosa cells at the gonadal poles (G’ and G”). Some individual cells express both markers (yellow, arrowhead). A magnified view in single channels of the cell indicated by the arrowhead are in the upper-right corner (G”). Scale bars, 50μm.

This finding is consistent with several previous lines of work that showed that the testis and ovary pathways are mutually antagonistic. For example, activation of Wnt signaling in the XY gonad can suppress testis development [10]. In XY gonads, Wnt signaling is repressed (at least partly) by the E3 ubiquitin-protein ligase ZNRF3 [34] and the testis-determining FGF9 [9, 12]. To investigate whether CBX2 synergizes with FGF9 to repress the ovary pathway, we crossed *Fgf9* and *Cbx2* mutants. Although homozygous loss of either *Cbx2* or *Fgf9* leads to complete XY sex reversal [31, 35], gonads with heterozygous loss of either gene develop normally (Fig 1E–1G”). However, gonads of *Cbx2*^*+/-*^*;Fgf9*^*+/-*^ double heterozygotes show partial XY sex reversal at the gonadal poles (Fig 1G”), similar to other models of partial sex reversal [12, 36]. Furthermore, XY double heterozygotes have cells with simultaneous expression of FOXL2 and SOX9, similar to XY *Cbx2*^*-/-*^ gonads (arrow in Fig 1G”). Taken together, these experiments suggest that *Cbx2* functions as a repressor of the ovary fate during testis development.

### *In vivo* chromatin profiling of gonadal supporting cells

Transcriptional profiling of supporting cells throughout sex determination revealed that at the earliest stages of *Sry* expression, a large network of testis- or ovary-promoting signaling pathways coexist [13]. At this stage, more pregranulosa-promoting genes are expressed than Sertoli-promoting genes [14]. Commitment to the ovary fate depends on continued activation of pregranulosa-promoting genes with little change to Sertoli-promoting genes. In contrast, initiation of the testis pathway requires both upregulation of the testis pathway and simultaneous repression of the ovary pathway [13].

Based on the finding that *Cbx2* mutants do not efficiently silence the ovary pathway (Fig 1), and the fact that CBX2 is part of a large epigenetic complex that targets hundreds of genes, we speculated that the PcG proteins have a widespread repressive role during XY sex determination to establish H3K27me3 silencing marks at genes associated with the ovary pathway. The PcG proteins functionally cooperate with TrxG proteins, which have the opposite role of maintaining transcriptional expression through the deposition of H3K4me3 [26–29]. To explore the chromatin landscape for these histone marks in XY and XX cells before and after sex determination, we performed ChIP-seq for H3K27me3, H3K4me3 and for Histone 3 (H3) as a means of normalizing across populations [37]. ChIP-seq was performed in FACS (fluorescence activated cell sorted)-purified XY and XX bipotential progenitor cells from E10.5 gonads of *Sf1-eGFP* transgenic mice [38], committed Sertoli cells from E13.5 gonads of *Sox9-CFP* transgenic mice [39], and committed pregranulosa cells from gonads of E13.5 *TESCO-mutant (TESMS)* -*CFP* transgenic mice [40] (Fig 2A). 

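H3, H3K4me3 and H3K27me3 were each immunoprecipitated in 2 replicates of the 4 populations, which gave 24 samples. The authors provided 8 lists of HOMER peaks on mm9 (NCBIM37), 1 per mark and population for H3K4me3 and H3K27me3, and each list pooled both replicates. No spread between replicates can be computed from pooled lists, so no p-value compares populations, and the 95% exact (Clopper-Pearson) binomial intervals given with percentages cover counting error only. A list records where a mark was called over H3 and not how strong it was, because its score column holds the same value for every peak. The headers of 6 lists gave a peak size of 5000 bp for H3K27me3 and 1000 bp for H3K4me3. They gave a fold threshold of 4 over input and over the local region, and a Poisson p-value of 0.0001 over input. A separate Poisson p-value threshold was 0.001. The XY progenitor lists were called from 10162534 H3K4me3 tags and 6470151 H3K27me3 tags. The XX progenitor lists came from 49254553 H3K4me3 tags and 33185400 H3K27me3 tags, and the Sertoli lists from 31104760 and 44446456. The pregranulosa lists carry no header, so their depth and the thresholds used for them are unknown. Differences that involve pregranulosa cells may therefore also come from how their peaks were called.

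The H3K4me3 lists held 37852 peaks in XY progenitor cells, 41787 in XX progenitor cells, 39055 in Sertoli cells and 44349 in pregranulosa cells. The H3K27me3 lists of the first 3 populations held 36469, 74001 and 74154 peaks, most of them 5001 bp windows that overlap each other, whereas the pregranulosa list held 12609 peaks that do not overlap. Overlapping peaks of a list were therefore joined into regions. This gave 9693 H3K27me3 regions in XY progenitor cells with a median width of 6398 bp, 9309 in XX progenitor cells with a median of 8017 bp, and 13313 in Sertoli cells with a median of 8795 bp. The median in pregranulosa cells was 8910 bp, in a list that was already joined by an unknown rule. H3K27me3 regions covered 90.9 Mb, 144 Mb, 158 Mb and 173 Mb in the same order, and H3K4me3 regions covered 62.4 Mb, 89.0 Mb, 75.2 Mb and 89.4 Mb. Among the choices set in advance, keeping only the widest 75% of regions moved the median width most, to 10053 bp for H3K27me3 in XX progenitor cells.

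A promoter was the window from 2 kb upstream to 2 kb downstream of a TSS. It was called marked when a region overlapped it by at least 1 bp, and bivalent when regions of both marks did. The windows counted were 1999 of those in S1 File, 1285 on chromosome 1 and 714 on chromosome 10. The remaining 20561 windows of that table were not held, and counts on the held windows describe those chromosomes. Windows of the same width around the TSSs of GENCODE release M1 on mm9 were used beside them, for all 37228 genes, for the 22339 protein-coding genes, and for genes named in the paper whose S1 File window was not held.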

Two independent replicates were performed (each replicate contained pooled cells from multiple embryos), and results were further validated by ChIP-qPCR (S1 Fig).

**Fig 2:**
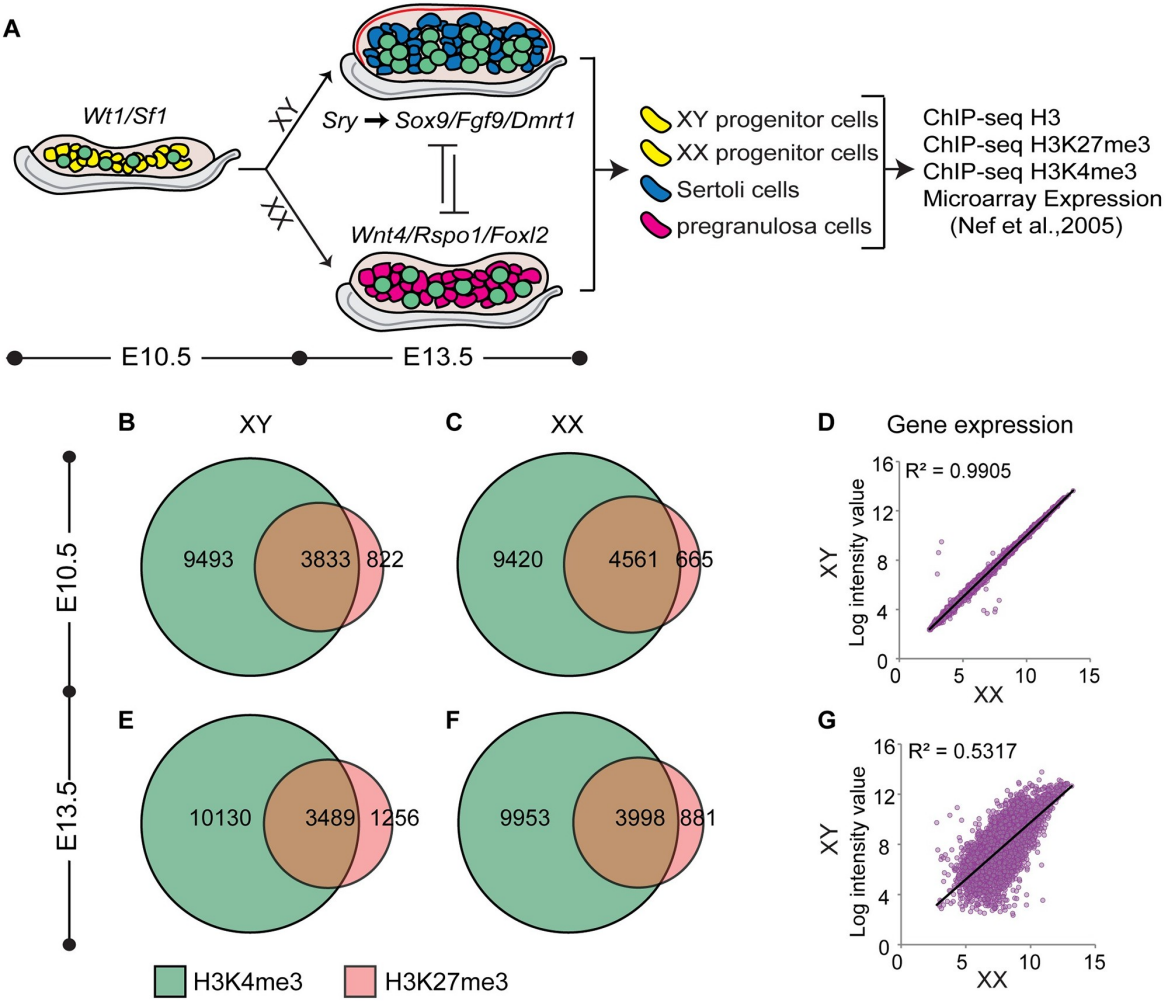
Numbers of bivalent promoters decline as expression becomes sexually dimorphic. (A) An overview of sex determination and work flow. Briefly, supporting progenitor cells (yellow) are bipotential and indistinguishable between XX and XY gonads. Expression of *Sry* directs Sertoli cell differentiation in the testis through upregulation of testis-determining genes such as *Sox9*, *Fgf9* and *Dmrt1*. Absence of *Sry* leads to upregulation of ovary-determining genes *Wnt4*, *Rspo1*, and *Foxl2*, directing differentiation of pregranulosa cells in the ovary. XY and XX progenitor cells, Sertoli cells, and pregranulosa cells were FACS-purified and submitted to ChIP-seq for H3, H3K4me3 and H3K27me3. Further analysis made use of microarray expression data from E10.5 and E13.5 purified supporting cells [41]. (B-C and E-F) Venn diagrams depicting number of promoters marked by H3K27me3 (red) and H3K4me3 (green) in XX and XY supporting cells at E10.5 (B&C) and E13.5 (E&F). (D&G) Linear correlation between expression profiles of XY (y axis) and XX (x axis) progenitor cells at E10.5 (D), and at E13.5 (G) (expression profiles from [41]).

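Among the 1999 held promoters, H3K4me3-only promoters made up 46.1% (43.9–48.3) in XY progenitor cells, 48.0% (45.8–50.2) in XX progenitor cells, 49.7% (47.5–51.9) in Sertoli cells and 49.6% (47.4–51.8) in pregranulosa cells. Bivalent promoters made up 22.7% (20.9–24.6) and 22.7% (20.8–24.6) at E10.5, and 19.5% (17.8–21.3) in Sertoli cells and 21.0% (19.2–22.8) in pregranulosa cells. H3K27me3-only promoters made up 2.60% (1.95–3.40), 1.30% (0.851–1.90), 5.40% (4.45–6.49) and 2.35% (1.73–3.11) in the same order. Of the promoters with H3K27me3, 89.7% were also marked by H3K4me3 in XY progenitor cells, 94.6% in XX progenitor cells, 78.3% in Sertoli cells and 89.9% in pregranulosa cells. These shares depended most on which promoters were counted. Over every gene of the GENCODE annotation, H3K4me3-only promoters made up 32.0% in XY progenitor cells and 34.0% in Sertoli cells.

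**Figure D1:**
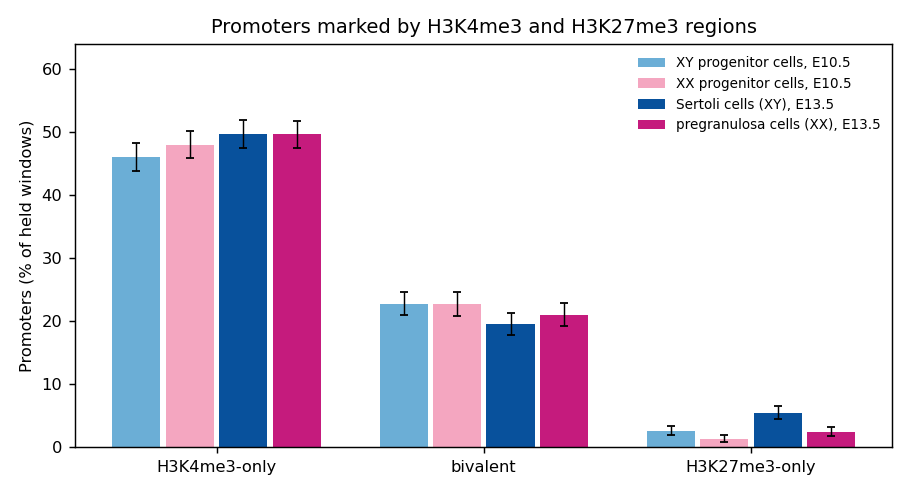
Share of the 1999 held promoters (y axis, %) that were H3K4me3-only, bivalent or H3K27me3-only (x axis) in the 4 populations. Error bars are 95% exact binomial intervals. H3K4me3-only bars lie between 46.1% and 49.7%, bivalent bars between 19.5% and 22.7%, and H3K27me3-only bars between 1.30% and 5.40%.

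Over the whole genome, promoters included, the 2 marks met more often than randomly placed regions would. An H3K4me3 region overlapped 65.4% of the H3K27me3 regions in XY progenitor cells, 75.6% in XX progenitor cells, 49.4% in Sertoli cells and 60.6% in pregranulosa cells. When the H3K27me3 regions were shifted along their own chromosomes 1000 times, assembly gaps included, the mean was 14.0%, 16.5%, 16.8% and 18.0%. No shift reached the observed overlap in any population (one-sided permutation test, p = 0.001, the smallest value 1000 shifts can give). This test describes each pair of lists and does not compare populations.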

ChIP-seq revealed that the largest subset of promoters in all cell types were marked only by H3K4me3 (42–45%), whereas a smaller subset was marked by H3K27me3, the majority of which also overlapped with H3K4me3 (e.g. bivalent promoters) (Fig 2B–2F and S2A Fig). To investigate the association between these histone modifications and transcriptional activity in the supporting cell lineage, we made use of the microarray gene expression dataset performed by Nef et al. 2005 [41] in FACS-purified XY and XX supporting cells from *Sf1-eGFP* transgenic mice at E10.5 and E13.5 [38]. As expected, we found that the average transcriptional level of promoters marked only by H3K4me3 is significantly higher than the transcriptional level from bivalent promoters and promoters marked only by H3K27me3 (S2B Fig). The difference in the average transcriptional level of genes with bivalent promoters versus those marked only by H3K27me3 is of no or low significance, consistent with previous observations that bivalent genes are expressed at low levels and poised for activation [27].

Previous transcriptional profiling showed that E10.5-E11.0 XY and XX progenitor cells were nearly indistinguishable (Fig 2D), with only a handful of X- or Y-linked genes differentially expressed at this stage [13, 41]. At E10.5, we found that the vast majority of bivalent genes are shared between XY and XX progenitor cells (3545/3788 (XY) and 3545/4561 (XX)) (S2C Fig). 

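On the 1999 held promoters, 454 were bivalent in XY progenitor cells and 453 in XX progenitor cells, and 418 were bivalent in both. The shared promoters made up 92.1% (89.2–94.4) of those in XY cells and 92.3% (89.4–94.6) of those in XX cells, with 36 found only in XY cells and 35 only in XX cells. The share of XY bivalent promoters depended most on the regions kept, and that of XX bivalent promoters moved further over every gene of the annotation, to 82.5%. With the widest 75% of regions in each list, 74.9% of XY bivalent promoters were bivalent in XX cells and 97.7% of XX bivalent promoters were bivalent in XY cells. Across all protein-coding genes of the annotation, a set of promoters chosen after the data were seen, 4191 were shared, 361 were bivalent only in XY cells and 805 only in XX cells. Over the genome, an XX region overlapped 75.4% (74.5–76.2) of the XY H3K27me3 regions and 70.8% (70.3–71.2) of the XY H3K4me3 regions. The Jaccard index of the bases covered by H3K27me3 in the 2 progenitor populations was 0.427 over all chromosomes and 0.672 over the autosomes.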

The larger number of ovary-specific bivalent genes is most likely due to the larger number of sequencing reads obtained from the XX progenitor samples.

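Across protein-coding genes, XX progenitor cells had 444 more bivalent promoters than XY progenitor cells, and 337 of this surplus (75.9%) lay on chromosome X, which holds 930 of the windows (4.16%). On chromosome X, 89 promoters (9.57%, 7.76–11.6) were bivalent in XY cells and 426 (45.8%, 42.6–49.1) in XX cells. The overlap rule cannot tell whether both marks lay on the same copy of chromosome X. In XX cells, a promoter with each mark on a different copy would also be called bivalent. On the autosomes, 4463 promoters (20.9%, 20.3–21.4) were bivalent in XY cells and 4570 (21.4%, 20.8–21.9) in XX cells, with intervals that overlap. Among the 466 autosomal promoters that were bivalent only in XX cells, 270 lacked H3K27me3 alone in XY cells and 187 (40.1%) lacked H3K4me3 alone. Among the 359 that were bivalent only in XY cells, 339 (94.4%) lacked H3K27me3 alone in XX cells and 12 (3.34%) lacked H3K4me3 alone. The held windows of S1 File lie on chromosomes 1 and 10, so they do not include the surplus on chromosome X.

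**Figure D2:**
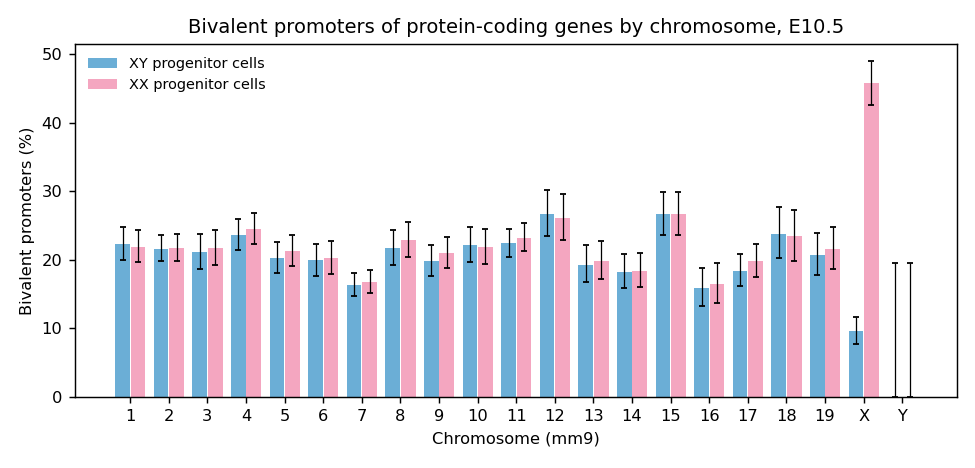
Share of protein-coding promoters that were bivalent (y axis, %) on each chromosome of mm9 (x axis) in XY and XX progenitor cells at E10.5. Error bars are 95% exact binomial intervals. Chromosome X stands at 9.57% in XY cells and 45.8% in XX cells, and the autosomes lie between 15.9% and 26.7% in both.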

By E13.5, differentiation into either Sertoli or pregranulosa cells is accompanied by the upregulation of a number of Sertoli-promoting or pregranulosa-promoting genes (Fig 2G). 

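From XY progenitor cells to Sertoli cells, the number of bivalent promoters among the held windows changed from 454 to 390, that of H3K4me3-only promoters from 921 to 994, and that of H3K27me3-only promoters from 52 to 108. From XX progenitor cells to pregranulosa cells, the numbers were 453 and 419, 960 and 992, and 26 and 47. The same promoters could be followed between stages. Of those bivalent in XY progenitor cells, 319 (70.3%, 65.8–74.4) were still bivalent in Sertoli cells, 119 (26.2%, 22.2–30.5) had become H3K4me3-only and 15 (3.30%) H3K27me3-only, while 63 promoters that had been H3K4me3-only became bivalent. Of those bivalent in XX progenitor cells, 355 (78.4%, 74.3–82.1) were still bivalent in pregranulosa cells, 91 (20.1%, 16.5–24.1) had become H3K4me3-only and 7 (1.55%) H3K27me3-only, and 59 were gained from the H3K4me3-only class. With every list of a mark reduced to its widest regions, as many as in the shortest list of that mark, 61.9% stayed bivalent in Sertoli cells and 68.7% in pregranulosa cells. For H3K27me3, this took the Sertoli list from 13313 regions and the pregranulosa list from 12609 to 9309. The XY progenitor list went from 9693 to 9309, and the XX progenitor list stayed whole. Lower shares therefore follow in part from the cut itself.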

Consistent with this, the number of bivalent promoters decreased from E10.5 to E13.5 in both XX and XY cells, whereas the number of H3K4me3-only and H3K27me3-only promoters increased (Fig 2F and 2G, and S2A Fig). Comparison of XX and XY samples showed that there is a reduction in the number of overlapping bivalent promoters between XY and XX cells, from 3545 genes at E10.5 to 2963 genes at E13.5 (S2D Fig). These data suggest that different bivalent genes resolve in Sertoli and pregranulosa cells and promote divergence during differentiation.

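At E13.5, 330 of the held promoters were bivalent in both Sertoli and pregranulosa cells. They made up 84.6% (80.6–88.1) of the promoters bivalent in Sertoli cells and 78.8% (74.5–82.6) of those bivalent in pregranulosa cells, with 60 found only in Sertoli cells and 89 only in pregranulosa cells. For the protein-coding genes of the annotation, 3502 promoters were shared at this stage. Of the promoters that both progenitor populations had as bivalent, 291 (69.6%, 65.0–74.0) were bivalent in both cell types at E13.5, 18 (4.31%) in Sertoli cells only, 49 (11.7%) in pregranulosa cells only, and 60 (14.4%) in neither. A pregranulosa region overlapped 59.9% (59.1–60.7) of the Sertoli H3K27me3 regions and 75.9% (75.5–76.4) of the Sertoli H3K4me3 regions. The Jaccard index of covered bases between the 2 cell types was 0.388 for H3K27me3, or 0.463 over the autosomes, and 0.539 for H3K4me3. From the smaller overlap between the sexes after differentiation, the paper proposes that different bivalent genes resolve in Sertoli and pregranulosa cells.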

### Key sex-determining genes are poised at the bipotential stage

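Counted over every gene of the GENCODE annotation, 5519 of 37228 promoters (14.8%, 14.5–15.2) were bivalent in XY progenitor cells and 6154 (16.5%, 16.2–16.9) in XX progenitor cells. Counted over protein-coding genes alone, 4552 of 22339 promoters (20.4%, 19.9–20.9) were bivalent in XY progenitor cells and 4996 (22.4%, 21.8–22.9) in XX progenitor cells.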

Our results revealed that 15–17% of transcription start sites (TSS) in both XX and XY supporting cells were co-marked by H3K27me3 and H3K4me3 during the bipotential stage of gonad development (S2B Fig). Bivalent genes play a crucial role in maintaining pluripotency by fine-tuning the timing of gene expression and ensuring the correct lineage commitment [28]. Despite extensive transcriptional profiling of progenitor cells [13, 41], the mechanisms that establish and maintain their bipotential state for ~24hrs are not well understood. We hypothesized that key sex-determining genes that drive either Sertoli or pregranulosa differentiation are preferentially in the bivalent category at E10.5, held in a poised state for either activation or repression following expression (or absence) of *Sry*. To investigate this hypothesis, we used the set of genes that become either Sertoli- or pregranulosa-specific at E13.5 [14], surveyed H3K4me3 and H3K27me3 deposition at E10.5, and compared the patterns to control genes whose expression is not specifically associated with the Sertoli or pregranulosa pathway (Fig 3A and 3B). Promoters were differentially enriched for H3K4me3 and H3K27me3 consistent with their expression patterns. For example, the promoter of the constitutively expressed *TATA-Box Binding Protein (Tbp)* was marked by high H3K4me3 and lacked H3K27me3 in both XY and XX supporting cells (Fig 3A–3E). In contrast, the promoter of the germ-cell specific gene *Oct4*, which is repressed in the supporting cell lineage, is marked by high H3K27me3 and lacks H3K4me3 (Fig 3A–3E). 

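*Tbp* (ENSMUSG00000014767.10) lies on chromosome 17 from 15636852 to 15665343. H3K4me3 regions covered 3378 bp of its 4001 bp promoter window in XY progenitor cells and 3589 bp in XX progenitor cells. In the lists of both populations, H3K27me3 regions covered 0 bp of the window.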

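*Oct4*, annotated as *Pou5f1* (ENSMUSG00000024406.9), lies on chromosome 17 from 35642982 to 35647721. In XY and XX progenitor cells, H3K27me3 regions covered the whole promoter window of the gene, and H3K4me3 regions covered 0 bp of it. The H3K27me3 region there was 8511 bp wide in XY cells and 7634 bp wide in XX cells.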

Less than 5% of both Sertoli- and pregranulosa-specific gene promoters were marked by H3K27me3-only (Fig 3F). In fact, the vast majority harbored some degree of both H3K4me3 and H3K27me3 enrichment, and approximately 30% of Sertoli- and pregranulosa-specific genes had “high” enrichment (>2.5 log2 enrichment normalized to total H3) of both histone modification marks (Fig 3A, 3B and 3F), suggesting a role for bivalent promoters in maintaining the plasticity of supporting progenitor cells to follow either of two fates.

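S1 File lists 1408 Sertoli-specific and 1164 pregranulosa-specific genes, of which 134 and 115 have a held window. H3K27me3-only promoters were 1 of the 134 Sertoli-specific genes in each progenitor population (0.746%, 0.0189–4.09). None of the 115 pregranulosa-specific genes was H3K27me3-only, for which the interval reaches 3.16%. Among the Sertoli-specific genes, 42 (31.3%, 23.6–39.9) were bivalent in XY progenitor cells and 39 (29.1%, 21.6–37.6) in XX progenitor cells. Among the pregranulosa-specific genes, 19 (16.5%, 10.3–24.6) were bivalent in XY progenitor cells and 15 (13.0%, 7.49–20.6) in XX progenitor cells. On the held part of chromosome 10 alone, 7.32% of pregranulosa-specific genes were bivalent in XY cells. Some H3K4me3 was called at 93.3% and 94.0% of the Sertoli-specific promoters and at 89.6% and 93.0% of the pregranulosa-specific promoters, in XY and XX cells. The S1 File classes rest on H3-normalized tag counts, which cannot be recomputed from peak lists. Of the 382 Sertoli-specific genes that the paper classes as bivalent in XY progenitor cells, 266 (69.6%) were bivalent by regions on GENCODE windows, and of the 431 in XX progenitor cells, 328 (76.1%) were.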

**Fig 3:**
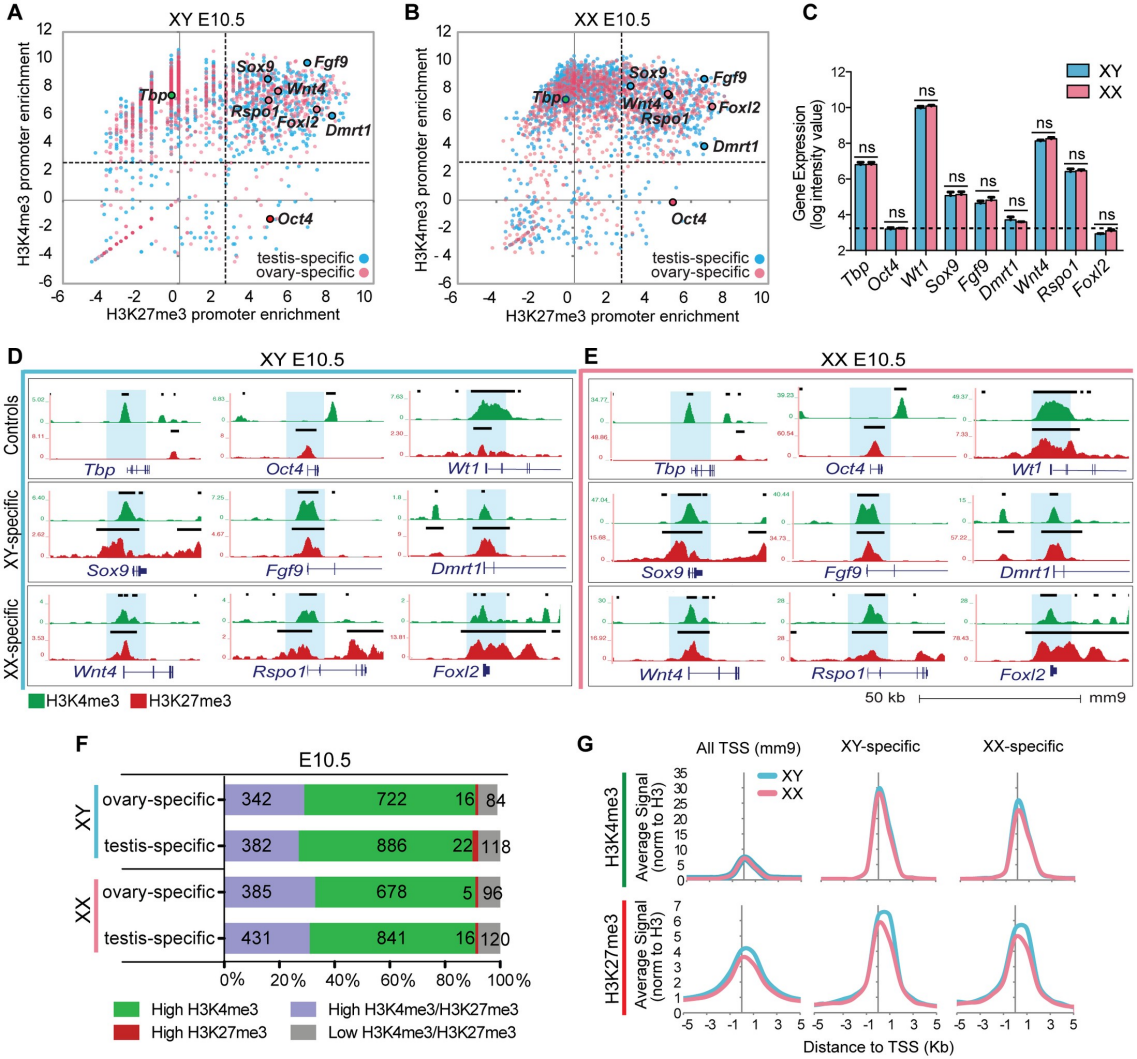
Key SD promoters are marked by both high H3K27me3 and H3K4me3 levels of enrichment prior to sex determination. (A&B) Scatterplots depicting enrichment of H3K27me3 (x axis) and H3K4me3 (y axis) normalized to total H3 within a 4kb promoter region around all TSS (mm9), in XY (left) and XX (right) progenitor cells. Genes that become either testis- or ovary-specific at E13.5 (Jameson et al., 2012b) are blue or pink respectively. *Oct4* is a germ-cell specific gene that is not expressed in supporting cells; *Tbp* is a constitutively active gene. Note that promoters of many sex determination genes (*Sox9*, *Fgf9*, *Dmrt1*, *Wnt4*, *Rspo1*, *Foxl2*) have high (log2>2.5) H3K27me3 and H3K4me3 enrichment. (C) Bar graphs denoting gene expression log intensity values from [41] for select genes in XY (blue) and XX (pink) progenitor cells. Differences between XY and XX for each gene are not significant as determined by student’s t test. Values represent mean ± SEM. (D&E) Genome browser tracks showing ChIP-seq profiles for H3K4me3 (green) and H3K27me3 (red) in XY (blue, left) and XX (pink, right) progenitor cells. Bold black lines represent significant enrichment when compared to flanking regions as determined by HOMER. Note that SD gene promoters are marked by both histone modifications. (F) Percentage of total promoters marked by high enrichment levels (>2.5 log2 enrichment normalized to H3) of H3K27me3 (red), H3K4me3 (green), both (purple), or neither (grey) throughout sex determination. Numbers of genes in each category are shown (1164 total ovary-specific and 1408 total testis-specific genes). (G) Average H3K4me3 (top) and H3K27me3 (bottom) signal normalized to H3 around the TSS (5kb upstream to 5kb downstream) (x axis) at all TSS (mm9), testis-specific promoters, and ovary-specific promoters, in XY (blue) and XX (pink) progenitor cells.

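Promoter windows of 6 sex-determining genes were taken from the GENCODE annotation, because their S1 File windows were not held. *Sox9* (ENSMUSG00000000567.4) lies on chromosome 11 from 112643538 to 112649074, *Fgf9* (ENSMUSG00000021974.8) on chromosome 14 from 58689384 to 58731174, and *Dmrt1* (ENSMUSG00000024837.8) on chromosome 19 from 25580108 to 25678819. *Wnt4* (ENSMUSG00000036856.4) lies on chromosome 4 from 136833404 to 136855641, *Rspo1* (ENSMUSG00000028871.7) on chromosome 4 from 124663674 to 124686343, and *Foxl2* (ENSMUSG00000050397.2) on chromosome 9 from 98856026 to 98858545. At E10.5, H3K27me3 regions covered all 4001 bp of the promoter window of *Sox9*, *Dmrt1*, *Wnt4*, *Rspo1* and *Foxl2* in both sexes, and of *Fgf9* in XY cells, with 3044 bp of *Fgf9* covered in XX cells. H3K4me3 regions covered the whole *Sox9* window in both sexes. They covered 2761 bp of the *Fgf9* window in XY cells and 2901 bp in XX cells, 1274 bp and 3109 bp of the *Dmrt1* window, and 3086 bp and 3329 bp of the *Wnt4* window. The H3K4me3 cover was 3433 bp and 3851 bp at *Rspo1*, and 1943 bp and 4001 bp at *Foxl2*. By the overlap rule, all 6 promoters were bivalent in both progenitor populations.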

In accordance with our hypothesis, promoters of key testis-determining genes such as *Sox9*, *Fgf9* and *Dmrt1*, and key ovary-determining genes *Wnt4*, *Rspo1* and *Foxl2* were bivalent prior to sex determination in both sexes (Fig 3A–3E). Genes such as *Wt1*, which are crucial for gonadal development in both sexe*s*, were also bivalent at E10.5 (Fig 3D and 3E). 

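*Wt1* (ENSMUSG00000016458.6) lies on chromosome 2 from 104966686 to 105013773. Its promoter window was fully covered by H3K4me3 regions in both progenitor populations, and H3K27me3 regions covered 3860 bp in XY progenitor cells and 4001 bp in XX progenitor cells. The H3K27me3 region at the *Wt1* promoter was 6844 bp wide in XY progenitor cells and 18375 bp wide in XX progenitor cells. In the Sertoli and pregranulosa lists, H3K27me3 regions covered 0 bp of this window.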

The observed bivalency in both sexes is consistent with the similar levels of expression between XY and XX progenitor cells (Fig 3C). The enrichment level of H3K27me3 and H3K4me3 modifications of bivalent genes very closely mirrors their gene expression levels. For example, *Foxl2* and *Dmrt1* are repressed at this stage with levels similar to the negative control *Oct4* (Fig 3C), and have a higher H3K27me3/H3K4me3 ratio than other sex-determining genes (Fig 3A and 3B). In contrast, genes such as *Sox9*, *Fgf9*, *Wnt4* and *Rspo1* have higher levels of expression (Fig 3C) and, accordingly, a higher H3K4me3/H3K27me3 ratio (Fig 3A and 3B). However, despite the differences in expression levels, sex determination genes have high enrichment levels of both H3K27me3 and H3K4me3, suggesting that there is transcriptional variability amongst bivalent genes as has been previously reported [27].

With the exception of a few genes linked to the sex chromosomes [13, 14], XY and XX progenitor cells are transcriptionally indistinguishable at E10.5-E11.0 [41]. At this stage, genes that later play a crucial role during sex determination are expressed at similar levels (Fig 3C). Interestingly, in a population of bipotential cells of the ventral foregut endoderm cells that give rise to either liver or pancreatic cell types, certain histone modifications can predetermine cell fate [42]. We therefore asked whether gonadal progenitor cells are epigenetically predisposed to their testis or ovary fate. However, no significant differences were observed between XY and XX progenitor cells for mean enrichment levels of H3K4me3 and H3K27me3 at sex-determining genes (Fig 3G), suggesting that promoter deposition of H3K4me3 and H3K27me3 does not direct differentiation of XY and XX progenitor cells, but rather contributes to their bipotential state.

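Peak lists hold no enrichment level, so the share of promoters whose TSS lay inside a region was counted instead, over the 1407 Sertoli-specific and 1161 pregranulosa-specific genes matched to the annotation, a measure chosen after the data were seen. H3K4me3 regions covered the TSS of 87.4% (85.6–89.1) of Sertoli-specific genes in XY progenitor cells and 89.7% (88.0–91.2) in XX progenitor cells. At pregranulosa-specific genes, the shares were 86.4% (84.3–88.3) and 91.5% (89.7–93.0). H3K27me3 regions covered the TSS of 24.2% (21.9–26.5) of Sertoli-specific genes in XY cells and 27.5% (25.2–29.9) in XX cells, and of 24.7% (22.3–27.3) and 28.4% (25.8–31.1) of pregranulosa-specific genes. At all protein-coding genes of the autosomes, H3K27me3 covered 21.1% (20.5–21.6) of TSSs in XY cells and 21.1% (20.5–21.6) in XX cells, and H3K4me3 covered 59.9% (59.2–60.5) and 63.5% (62.8–64.1). The XX shares lay above the XY shares for both gene lists, with intervals that overlap except for H3K4me3 at pregranulosa-specific genes. The XX H3K4me3 list rests on 49254553 tags and the XY list on 10162534. A difference in depth therefore cannot be excluded as the source of the higher XX shares. The gene lists were not limited to the autosomes. On chromosome X, H3K27me3 was present at 10.0% of protein-coding promoters in XY progenitor cells and 70.0% in XX progenitor cells. X-linked genes may therefore add to the XX excess in H3K27me3, and the gene lists were not split by chromosome. Whether the differences between XX and XY shares exceed those between replicates cannot be told from pooled lists.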

Our results suggest that although only 17–20% of all annotated genes are bivalent at E10.5 (S2A Fig), ~30% of genes that later become Sertoli-specific as well as ~30% of genes that later become pregranulosa-specific are bivalent in both XX and XY progenitor cells, suggesting that bivalency plays a large role in the regulation of sex-determining genes.

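On GENCODE windows, chosen for these lists after the data were seen, 348 of the 1407 matched Sertoli-specific genes (24.7%, 22.5–27.1) were bivalent in XY progenitor cells and 387 (27.5%, 25.2–29.9) in XX progenitor cells. Of the 1161 matched pregranulosa-specific genes, 307 (26.4%, 23.9–29.1) were bivalent in XY progenitor cells and 341 (29.4%, 26.8–32.1) in XX progenitor cells. Of the 19817 other protein-coding genes, 3901 (19.7%, 19.1–20.2) and 4278 (21.6%, 21.0–22.2) were bivalent. In both progenitor populations at once, 315 Sertoli-specific genes (22.4%) and 272 pregranulosa-specific genes (23.4%) were bivalent. The sex-specific genes also had H3K4me3 more often, at 91.1% and 92.5% of Sertoli-specific and 92.4% and 94.2% of pregranulosa-specific promoters, against 60.7% and 62.5% of the other genes. Among promoters with H3K4me3 in XY cells, 348 of 1282 Sertoli-specific, 307 of 1073 pregranulosa-specific and 3901 of 12023 other genes were bivalent. The XX counts were 387 of 1301, 341 of 1094 and 4278 of 12389. Within these promoters, the bivalent share was thus lower for both lists than for the other genes. From the larger share of bivalent promoters among sex-specific genes than among all annotated genes, the paper proposes that bivalency plays a large role in the regulation of sex-determining genes.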

### Repressed key sex-determining genes remain poised after sex determination

Having established that key sex-determining genes are bivalent prior to sex determination, we next asked whether their promoters resolve into sex-specific patterns of H3K4me3 and H3K27me3 after sex determination, consistent with the upregulation of either the testis or ovary pathway and repression of the alternate fate. To investigate this, we compared the genome-wide profile of H3K4me3 and H3K27me3 in purified Sertoli and pregranulosa cells from E13.5 XY and XX gonads. We show that upregulation of sex-determining genes is accompanied by a strong reduction of the repressive H3K27me3 mark at their promoters by E13.5 (Fig 4A–4F). For example, the key testis-determining genes *Sox9*, *Fgf9* and *Dmrt1*, which become upregulated in E13.5 XY supporting cells following expression of *Sry* (S3A Fig), show a >2-fold reduction of H3K27me3 enrichment in Sertoli cells (Fig 4F). 

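In the Sertoli lists, H3K27me3 regions covered 0 bp of the 4001 bp promoter windows of *Sox9*, *Fgf9* and *Dmrt1*, which had been covered in XY progenitor cells. The whole *Sox9* gene, 5537 bp long, lay inside an H3K27me3 region in XY progenitor cells and had 0 bp covered in Sertoli cells. Of the 41791 bp of *Fgf9*, 23.0% was covered in XY progenitor cells and 0% in Sertoli cells. Of the 98712 bp of *Dmrt1*, 48.2% was covered in XY progenitor cells and 7.79% in Sertoli cells.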

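Of the 42 Sertoli-specific genes with a held window that were bivalent in XY progenitor cells, 29 (69.0%, 52.9–82.4) were H3K4me3-only in Sertoli cells and 13 (31.0%) were still bivalent. The H3K4me3-only share was 78.6% when every list was reduced to the length of the shortest of its mark. That cut removed more H3K27me3 regions from the Sertoli list than from the XY progenitor list, which raises this share by construction. On GENCODE windows, 214 of 348 (61.5%, 56.2–66.6) became H3K4me3-only, 133 (38.2%) stayed bivalent and 1 became H3K27me3-only. For the other protein-coding genes that were bivalent in XY progenitor cells, 720 of 3901 (18.5%, 17.3–19.7) became H3K4me3-only in Sertoli cells. The classes in S1 File can be followed gene by gene as well. Of the 382 genes that the paper's table classes as bivalent in XY cells at E10.5, 279 (73.0%) are H3K4me3-only and 103 (27.0%) bivalent at E13.5. In that table 122 genes of the list are bivalent at E13.5, 19 of which were not bivalent at E10.5, and the difference between 382 and 122 is 260.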

In total, 260 of the 382 (68%) testis-determining genes that were bivalent at E10.5 lose H3K27me3 enrichment and shift towards an H3K4me3-only state in Sertoli cells, consistent with an upregulation of Sertoli-specific gene transcription (Fig 4A and 4C). Conversely, the key ovary-determining genes *Wnt4*, *Rspo1* and *Foxl2*, which become upregulated in E13.5 XX supporting cells in the absence of *Sry* (S3A Fig), show a >2-fold reduction of H3K27me3 enrichment in pregranulosa cells (Fig 4F). Accordingly, 173 of the 385 (45%) ovary-determining genes that were bivalent at E10.5 shift towards an H3K4me3-only state in pregranulosa cells by E13.5 (Fig 4B and 4C). 

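In the pregranulosa lists, H3K27me3 regions covered 0 bp of the promoter windows of *Wnt4* and *Rspo1*, and no H3K27me3 region lay in either gene or within 20 kb of it. The *Foxl2* window stayed covered over all 4001 bp, and a peak list cannot tell whether the level within it changed. In XX progenitor cells, H3K27me3 regions had covered 32.3% of the 22238 bp of *Wnt4* and 56.4% of the 22670 bp of *Rspo1*.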

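Of the 15 pregranulosa-specific genes with a held window that were bivalent in XX progenitor cells, 7 (46.7%, 21.3–73.4) were H3K4me3-only in pregranulosa cells and 8 (53.3%) were still bivalent. On GENCODE windows, 133 of 341 (39.0%, 33.8–44.4) became H3K4me3-only and 207 (60.7%) stayed bivalent. Among the other protein-coding genes bivalent in XX progenitor cells, 665 of 4278 (15.5%, 14.5–16.7) became H3K4me3-only in pregranulosa cells. Followed gene by gene in the paper's S1 File, 200 of the 385 genes classed as bivalent in XX cells at E10.5 (51.9%) are H3K4me3-only at E13.5 and 183 (47.5%) remain bivalent, while 212 genes of the list are bivalent at E13.5.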

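H3K4me3 regions were present at the promoters of *Sox9*, *Fgf9*, *Dmrt1*, *Wnt4*, *Rspo1* and *Foxl2* in every population. Between XY progenitor cells and Sertoli cells, the covered part of the 4001 bp window went from 2761 bp to 2502 bp at *Fgf9*, from 1274 bp to 3032 bp at *Dmrt1*, and stayed at 4001 bp at *Sox9*. Between XX progenitor cells and pregranulosa cells, it went from 3329 bp to 3471 bp at *Wnt4*, from 3851 bp to 3869 bp at *Rspo1*, and stayed at 4001 bp at *Foxl2*. The width of a region depends on sequencing depth as well as on the mark, and the XY progenitor list had the fewest H3K4me3 tags of the lists with a header.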

Promoter H3K4me3 enrichment at these genes does not significantly increase during sex determination, but rather is retained at similar levels (Fig 4F). It is important to note that *Foxl2*, a small single-exon gene, is embedded within an H3K27me3-dense locus and appears to retain H3K27me3 in pregranulosa cells. However, a closer look at the TSS and gene body itself reveals that these regions do in fact lose H3K27me3 upon differentiation (S3B Fig), although this is not evident in our scatterplot analyses that used a 4kb window around the TSS for calculating enrichment levels.

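The *Foxl2* gene is 2520 bp long with 1 exon. Its TSS lies inside an H3K27me3 region in all 4 lists, which ran from 98847487 to 98880039 (32553 bp) in XY progenitor cells and from 98846688 to 98886872 (40185 bp) in XX progenitor cells. The region ran from 98845526 to 98886511 (40986 bp) in Sertoli cells and from 98846100 to 98881419 (35320 bp) in pregranulosa cells. In all 4 lists, 100% of the gene body was covered. HOMER peaks of 5000 bp are longer than the gene, so a loss confined to the gene would not be resolved in these lists. The H3K4me3 region at the TSS was 1943 bp wide in XY progenitor cells, 6315 bp in XX progenitor cells, 3236 bp in Sertoli cells and 14012 bp in pregranulosa cells.

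**Figure D3:**
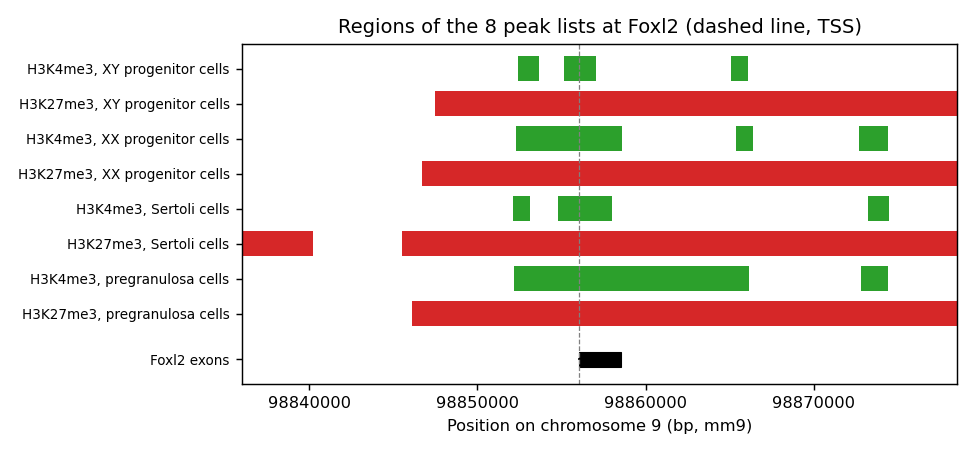
H3K4me3 regions (green) and H3K27me3 regions (red) of the 8 peak lists around *Foxl2*, with position on chromosome 9 of mm9 in bp on the x axis and a row for each mark and population. The dashed line is the TSS at 98856026. A single H3K27me3 region of 32553 bp to 40986 bp spans the gene in every population and runs past the right edge of the plot.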

**Fig 4:**
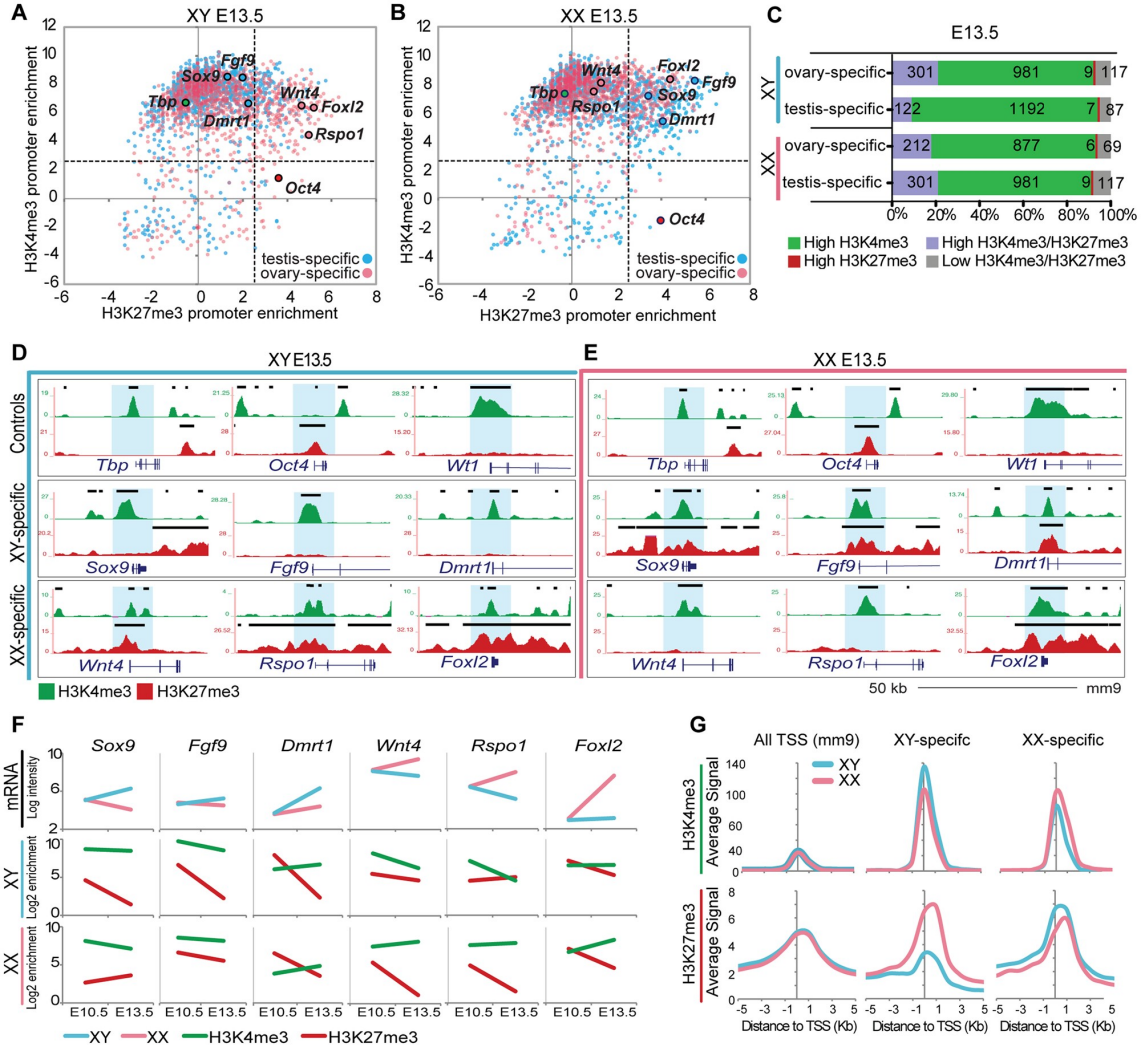
Repressed key SD promoters retain both high H3K27me3 and H3K4me3 levels of enrichment after sex determination. (A&B) Scatterplots depicting enrichment of H3K27me3 (x axis) and H3K4me3 (y axis) normalized to total H3 at a 4kb promoter region, in Sertoli cells (left) and pregranulosa cells (right) at E13.5. Genes that become either testis or ovary-specific at E13.5 as determined by [14] are in blue and pink respectively. Note that promoters of SD genes that promote the alternate fate have high (log2>2.5) H3K27me3 and H3K4me3 enrichment even after sex determination. (C) Percentage of total promoters marked by high enrichment levels (>2.5 log2 enrichment normalized to H3) of H3K27me3 (red), H3K4me3 (green), both (purple), or neither (grey) throughout sex determination. Numbers of genes in each category are shown (1164 total ovary-specific and 1408 total testis-specific genes). (D&E) Genome browser tracks showing ChIP-seq profiles for H3K4me3 (green) and H3K27me3 (red) in Sertoli cells (blue, left) and pregranulosa cells (pink, right) at E13.5. Bold black lines represent significant enrichment when compared to flanking regions as determined by HOMER. Note that repressed key SD genes are marked by both histone modifications. A closer view of *Foxl2* is in S3B Fig. (F) Time course of gene expression (log intensity values from [41]) from E10.5 to E13.5 in XY (blue) and XX (pink) supporting cells (top row), and of H3K4me3 (green) and H3K27me3 (red) promoter enrichment value normalized to H3 in XY (middle row) and XX (bottom row) supporting cells. (G). Average H3K4me3 (top three) and H3K27me3 (bottom three) signal normalized to H3 around the TSS (5kb upstream to 5kb downstream) (x axis) at all TSS (mm9), testis-specific promoters, and ovary-specific promoters in Sertoli (blue) and pregranulosa (pink) cells.

Remarkably, we found that sex-determining genes that promote the alternate cell fate and become transcriptionally repressed during sex determination did not lose their active H3K4me3 mark and resolve into H3K27me3-only promoters. Instead, repressed sex-determining genes remained bivalent even after progenitor cells had departed from their bipotential state and differentiated into either Sertoli or pregranulosa cells. For example, *Wnt4*, *Rspo1* and *Foxl2*, ovary-determining genes that are actively repressed in Sertoli cells (S3A Fig), retain high enrichment of both H3K4me3 and H3K27me3 (Fig 4A and 4D). Similarly, *Sox9*, *Fgf9*, and *Dmrt1*, testis-determining genes that are not upregulated in pregranulosa cells (S3A Fig), retain high enrichment of both H3K4me3 and H3K27me3 (Fig 4B and 4E). 

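In Sertoli cells, H3K27me3 regions covered 4001 bp of the 4001 bp windows of *Wnt4*, *Rspo1* and *Foxl2*, and H3K4me3 regions covered 2374 bp, 2644 bp and 3236 bp. The H3K27me3 region at the *Wnt4* promoter was 10139 bp wide in XY progenitor cells and 11389 bp wide in Sertoli cells. At *Rspo1*, it was 13144 bp wide in XY progenitor cells and 32622 bp wide in Sertoli cells. Of the *Rspo1* gene, 40.7% was covered in XY progenitor cells and 78.5% in Sertoli cells. The covered part of the *Wnt4* gene went the other way, from 25.1% in XY progenitor cells to 22.6% in Sertoli cells.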

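In pregranulosa cells, H3K27me3 regions covered 4001 bp of the windows of *Sox9*, *Fgf9* and *Dmrt1*, and H3K4me3 regions covered 4001 bp, 2313 bp and 3148 bp. The H3K27me3 region at the *Sox9* promoter was 15336 bp wide in XX progenitor cells and 26544 bp wide in pregranulosa cells, and that at *Fgf9* was 10207 bp and 15874 bp wide. At *Dmrt1*, the region narrowed from 15434 bp to 8874 bp, and 53.9% of the gene was covered in XX progenitor cells against 48.9% in pregranulosa cells.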

To determine whether this bivalency at repressed genes is retained in adult stages, we performed ChIP-qPCR in purified adult Sertoli cells (>2 m/o males) and found that the ovary-specific genes *Wnt4*, *Rspo1*, *Foxl2*, *Bmp2* and *Fst* still retained enrichment of both H3K27me3 and H3K4me3 (S4A Fig). Given the larger amount of available material, bivalency was further validated by ChIP-re-ChIP in adult testes (S4B Fig).

These results are not exclusive to these key sex-determining genes. In fact, 242 of the 342 (71%) bivalent ovary-determining genes at E10.5 remain bivalent at E13.5 in Sertoli cells (Figs 3F, 4A and 4C), and 301 of the 431 (70%) of bivalent testis-determining genes at E10.5 remain bivalent at E13.5 in pregranulosa cells (Figs 3F, 4B and 4C). These results are reflected in the analyses of the mean enrichment level of H3K4me3 and H3K27me3 at the promoters of testis- and ovary-specific genes in Sertoli and pregranulosa cells (Fig 4G). 

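Of the 19 pregranulosa-specific genes with a held window that were bivalent in XY progenitor cells, 14 (73.7%, 48.8–90.9) were still bivalent in Sertoli cells. Of the 39 Sertoli-specific genes bivalent in XX progenitor cells, 24 (61.5%, 44.6–76.6) were still bivalent in pregranulosa cells, and the other 15 (38.5%) were H3K4me3-only. On GENCODE windows, 202 of 307 pregranulosa-specific genes (65.8%, 60.2–71.1) stayed bivalent in Sertoli cells, and 290 of 387 Sertoli-specific genes (74.9%, 70.3–79.2) stayed bivalent in pregranulosa cells. Other protein-coding genes stayed bivalent in 77.5% of cases in Sertoli cells and 82.4% in pregranulosa cells. In the paper's S1 File, 162 of the 342 pregranulosa-specific genes classed as bivalent in XY cells at E10.5 and 254 of the 431 Sertoli-specific genes classed as bivalent in XX cells are themselves bivalent at E13.5. When every list of a mark was reduced to the length of the shortest, 46.2% of the Sertoli-specific genes with a held window stayed bivalent in pregranulosa cells. That cut removed H3K27me3 regions from the pregranulosa list and none from the XX progenitor list, which lowers this share by construction. The totals of 242 and 301 at E13.5 include genes that were in another class at E10.5.

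**Figure D4:**
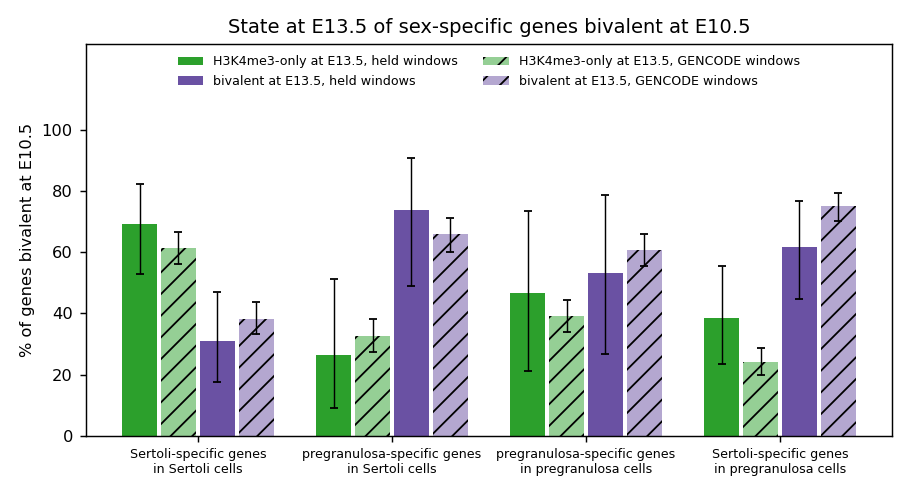
State at E13.5 of the sex-specific genes that were bivalent at E10.5 (y axis, % of those genes) for each gene list and cell type (x axis), on held windows (solid) and GENCODE windows (hatched). Error bars are 95% exact binomial intervals. On held windows, H3K4me3-only reaches 69.0% for Sertoli-specific genes in Sertoli cells, and bivalent reaches 73.7% for pregranulosa-specific genes in Sertoli cells. On GENCODE windows, bivalent reaches 74.9% for Sertoli-specific genes in pregranulosa cells.

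Single genes were chosen by a rule set before the data were examined, namely genes bivalent in both progenitor populations that kept H3K27me3 at E13.5 only in the sex that does not use them. Of 37 Sertoli-specific genes bivalent in both, 12 kept H3K27me3 only in pregranulosa cells. The 6 with the most bases covered were *Dock10*, *Hecw2*, *Mtap7*, *Nav1*, *Npl* and *Serpine2*, each with 0 bp of the 4000 bp window covered in Sertoli cells and 4000 bp covered in pregranulosa cells. Of 14 pregranulosa-specific genes bivalent in both, 5 kept H3K27me3 only in Sertoli cells, namely *Fam129a*, *Igfbp2*, *Lhx9*, *Rnf152* and *Igf1*. *Npl* and *Igf1* were each marked in 7 of the 8 lists, and in 6 when the lists were reduced to the length of the shortest. The opposite pattern, with H3K27me3 kept only in the sex that uses the gene, occurred at 0 genes of either list. From the bivalent genes that remain, the paper concludes that repressed sex-determining genes stay bivalent after differentiation and that this is not limited to the key genes.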

While average H3K4me3 enrichment is higher at testis-specific genes in Sertoli cells and at ovary-specific genes in pregranulosa cells, genes promoting the alternate cell fate have not completely lost H3K4me3, suggesting that even repressed genes retain this active mark. However, the average H3K27me3 enrichment level is higher at ovary-specific genes in Sertoli cells and at testis-specific genes in pregranulosa cells, consistent with its role in maintenance of the repressed state (Fig 4G). 

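On the GENCODE windows, H3K27me3 regions were present at 12.6% (10.9–14.4) of Sertoli-specific promoters in Sertoli cells and at 27.5% (25.2–29.9) in pregranulosa cells. At pregranulosa-specific promoters, they were present at 26.5% (24.0–29.2) in Sertoli cells and at 21.8% (19.4–24.3) in pregranulosa cells. H3K4me3 was present at 94.5% and 93.0% of Sertoli-specific promoters in Sertoli and pregranulosa cells, and at 92.9% and 95.1% of pregranulosa-specific promoters. H3K27me3-only promoters made up at most 1.63% in either list. Away from the TSS the H3K4me3 regions differed more. At 2 kb downstream of the TSS of pregranulosa-specific genes, H3K4me3 was called at 30.9% of promoters in Sertoli cells and at 61.8% in pregranulosa cells, whose list has an unknown depth.

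**Figure D5:**
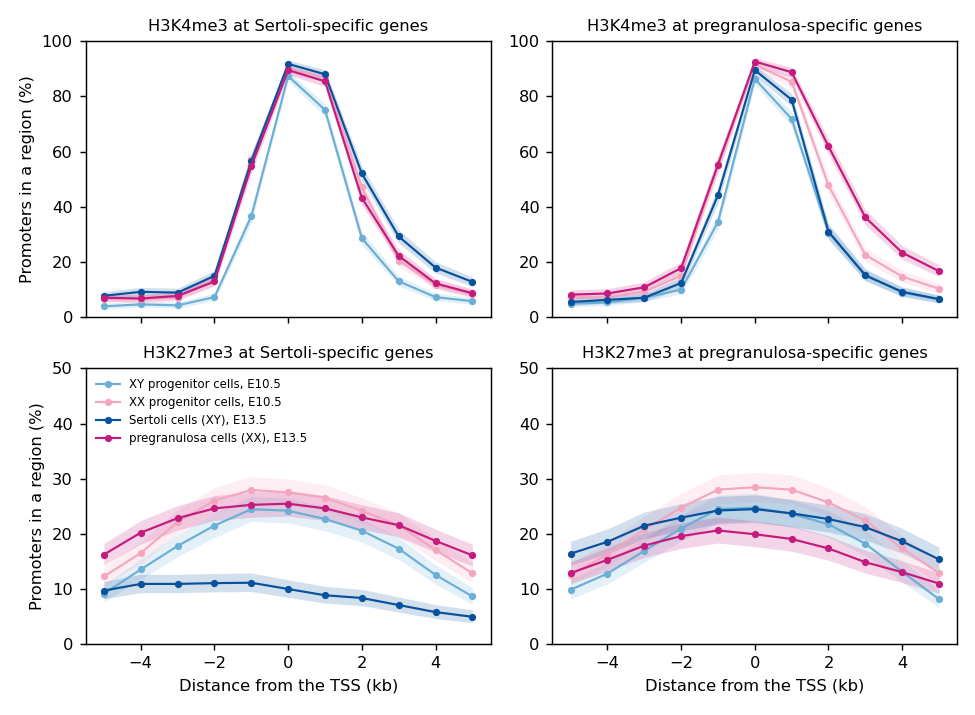
Share of Sertoli-specific (left) and pregranulosa-specific (right) promoters that lie in an H3K4me3 region (top) or an H3K27me3 region (bottom) on the y axis (%), by distance from the TSS in kb on the x axis, in the 4 populations. Shaded bands are 95% exact binomial intervals. At the TSS of Sertoli-specific genes, H3K27me3 stands at 9.95% in Sertoli cells and at 24.2% to 27.5% in the other populations.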

Interestingly, there is a significant difference between the mean H3K27me3 enrichment at ovary-determining genes in Sertoli cells and pregranulosa cells, whereas this difference is not as marked at testis-determining genes. This may be a reflection of the total percentage of bivalent genes that have not resolved at E13.5 (Figs 3F and 4C): while 260 of the initial 382 (68%) of testis-specific bivalent genes have resolved in E13.5 Sertoli cells, only 219 of the initial 431 (51%) of ovary-specific bivalent genes have resolved in E13.5 pregranulosa cells, possibly because the ovary developmental pathway is not yet fully established at E13.5 [14]. 

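By regions on GENCODE windows, the genes that resolved to H3K4me3-only in the cell type that uses them were 61.5% of the bivalent Sertoli-specific genes and 39.0% of the bivalent pregranulosa-specific genes, with intervals that do not overlap. In the cell type of the other sex, 100 of 307 pregranulosa-specific genes (32.6%, 27.4–38.1) became H3K4me3-only in Sertoli cells and 93 of 387 Sertoli-specific genes (24.0%, 19.9–28.6) in pregranulosa cells. On the held windows, the pair for the cell types that use the genes keeps this order and the pair for the other sex is reversed, with intervals that overlap in both pairs. Read from the paper's S1 File, the number of bivalent pregranulosa-specific genes in XX cells fell by 173 from 385, and that of bivalent Sertoli-specific genes in XX cells fell by 130 from 431.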

Interestingly, although levels of H3K27me3 remain constant at genes that retain bivalency from E10.5 to E13.5, the transcription levels of some of these genes decrease (e.g. *Wnt4* and *Rspo1* in Sertoli cells in Fig 4), pointing towards a possible secondary silencing mechanism.

Our results suggest that key sex-determining genes that promote the alternate cell fate remain in a poised state for activation even after sex determination has occurred, possibly providing supporting cells with an epigenetic memory of their bipotential state and contributing to their ability to transdifferentiate long after sex determination [15, 16]. Furthermore, the finding that H3K27me3 does not change at ovary-promoting genes during sex determination suggests that stabilization of the testis fate requires maintenance of existing H3K27me3 marks rather than establishment of these marks after commitment to the testis fate.

### Sex reversal is rescued in *Cbx2;Wnt4* double knock-out mice

Our results show that H3K27me3 increases or is stably maintained at promoters of repressed genes during sex determination with evidence for expansion across loci, a known role of the PcG complex (S5 Fig) [43]. 

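Widths of H3K27me3 regions were compared at shared positions. Of 9692 regions of XY progenitor cells, 6982 were overlapped by Sertoli regions, whose summed width was 1.44 times as large (median, 95% interval 1.42–1.46), and 80.2% (79.3–81.1) were wider in Sertoli cells. Of 9308 regions of XX progenitor cells, 6855 were overlapped by pregranulosa regions, with a median ratio of 1.14 (1.12–1.15) and 64.7% (63.5–65.8) wider. At the 210 pregranulosa-specific promoters marked in both XY progenitor and Sertoli cells, the median width was 7797.5 bp and 10605 bp, a median ratio of 1.26 (1.21–1.34), and 71.9% were wider. At 3630 promoters of other protein-coding genes, the ratio was 1.28 (1.26–1.31). At the 142 Sertoli-specific promoters marked in both of these populations, it was 1.00 (0.998–1.14), and 51.4% were wider. At the 308 Sertoli-specific promoters marked in both XX progenitor and pregranulosa cells, the ratio was 1.035 (1.00–1.13), against 1.08 (1.06–1.09) at other genes. At the 214 pregranulosa-specific promoters marked in both, it was 0.974 (0.898–1.00), and 39.3% were wider. Genes that lost the mark by E13.5 do not enter these ratios. With chromosome X left out, the ratio from XX progenitor to pregranulosa cells was 1.18. The Sertoli list rests on more H3K27me3 tags than the XY progenitor list. For the pregranulosa list, the depth, the thresholds and the rule by which peaks were joined are unknown.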

Investigation of pregranulosa-promoting genes in Sertoli cells revealed that genes with known roles in ovary development, such as *Foxl2*, *Lhx9*, *Irx3*, *Lef1*, *Bmp2*, *Rspo1*, *Wnt2b* and *Wnt4*, are amongst the genes with the highest levels of H3K27me3 enrichment (S6 Fig), suggesting that stable repression of these genes is critical in Sertoli cells. 

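The S1 File window of *Lhx9* was held, on chromosome 1 from 140742157 to 140746156, and H3K27me3 regions covered 4000 bp of it in Sertoli cells and 0 bp in pregranulosa cells. The *Lhx9* region was 25727 bp wide in XY progenitor cells and 18018 bp wide in Sertoli cells. The other genes were read on GENCODE windows. In Sertoli cells, H3K27me3 covered all 4001 bp at *Irx3*, *Bmp2* and *Wnt2b*, in regions of 23519 bp, 8969 bp and 12727 bp. In pregranulosa cells, 4001 bp stayed covered at *Irx3* and *Wnt2b* and 0 bp at *Bmp2*. The lists give no enrichment level, so these genes cannot be ranked by it.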

Functional annotation of H3K27me3+ pregranulosa genes revealed that the Wnt signaling pathway is highly represented (S7A Fig) and confirmed that the main targeted biological process is the female reproductive system (S7B Fig). 

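*Wnt2b* (ENSMUSG00000027840.4) lies on the minus strand of chromosome 3 from 104747723 to 104764627, *Axin2* (ENSMUSG00000000142.9) on chromosome 11 from 108781663 to 108812097, and *Lgr5* (ENSMUSG00000020140.9) on the minus strand of chromosome 10 from 114887367 to 115024836. In Sertoli cells, H3K27me3 regions covered 4001 bp of the *Wnt2b* and *Axin2* windows and 3148 bp of the *Lgr5* window, while H3K4me3 regions covered 2109 bp, 2613 bp and 2773 bp. By regions, all of them were bivalent in Sertoli cells. In XY progenitor cells, H3K27me3 covered 1010 bp of the *Axin2* window without reaching the TSS, and in pregranulosa cells 0 bp was covered. With the widest 75% of regions, 6 lists marked the *Axin2* promoter instead of 7. The *Lgr5* window kept 3816 bp of H3K27me3 in pregranulosa cells. In the paper's S1 File, *Axin2* is classed as H3K4me3-only in every population and *Lgr5* as H3K4me3-only in XY cells at E13.5.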

In fact, in addition to *Wnt4* and *Rspo1* (Fig 4), several other members of the Wnt signaling pathway that become ovary-specific, such as *Wnt2b*, *Axin2*, *Lef1*, and *Lgr5* [14], are bivalent with high levels of H3K27me3 at their promoters (S7C Fig). As *Wnt4* is a known ovary-promoting/anti-testis gene [12], our results suggest that the XY sex reversal observed following loss of *Cbx2* could be due to a failure to repress the Wnt signaling pathway in Sertoli cells.

To test whether loss of *Wnt4* could rescue testis development in the *Cbx2*^*-/-*^ XY gonad, we created a *Cbx2*^*-/-*^*;Wnt4*^*-/-*^ double knockout mouse. In accord with our hypothesis, immunofluorescent analysis of E11.5 XY *Cbx2*^*-/-*^*;Wnt4*^*-/-*^ gonads showed SRY expression (Fig 5D), similar to wild-type XY mice (Fig 5B). Furthermore, there was an increase in SOX9-positive cells, and testis cord formation was rescued in E13.5 *Cbx2*^*-/-*^*;Wnt4*^*-/-*^ gonads (S8 Fig), which develop as testes (Fig 5H and S8D Fig). These results suggest that, at least in the absence of *Wnt4*, *Cbx2* is not required for *SRY* activation as previously proposed. Instead, a failure to repress the ovary pathway as Sertoli cells differentiate has the indirect effect of blocking the stabilization of *Sry* and *Sox9* expression.

**Fig 5:**
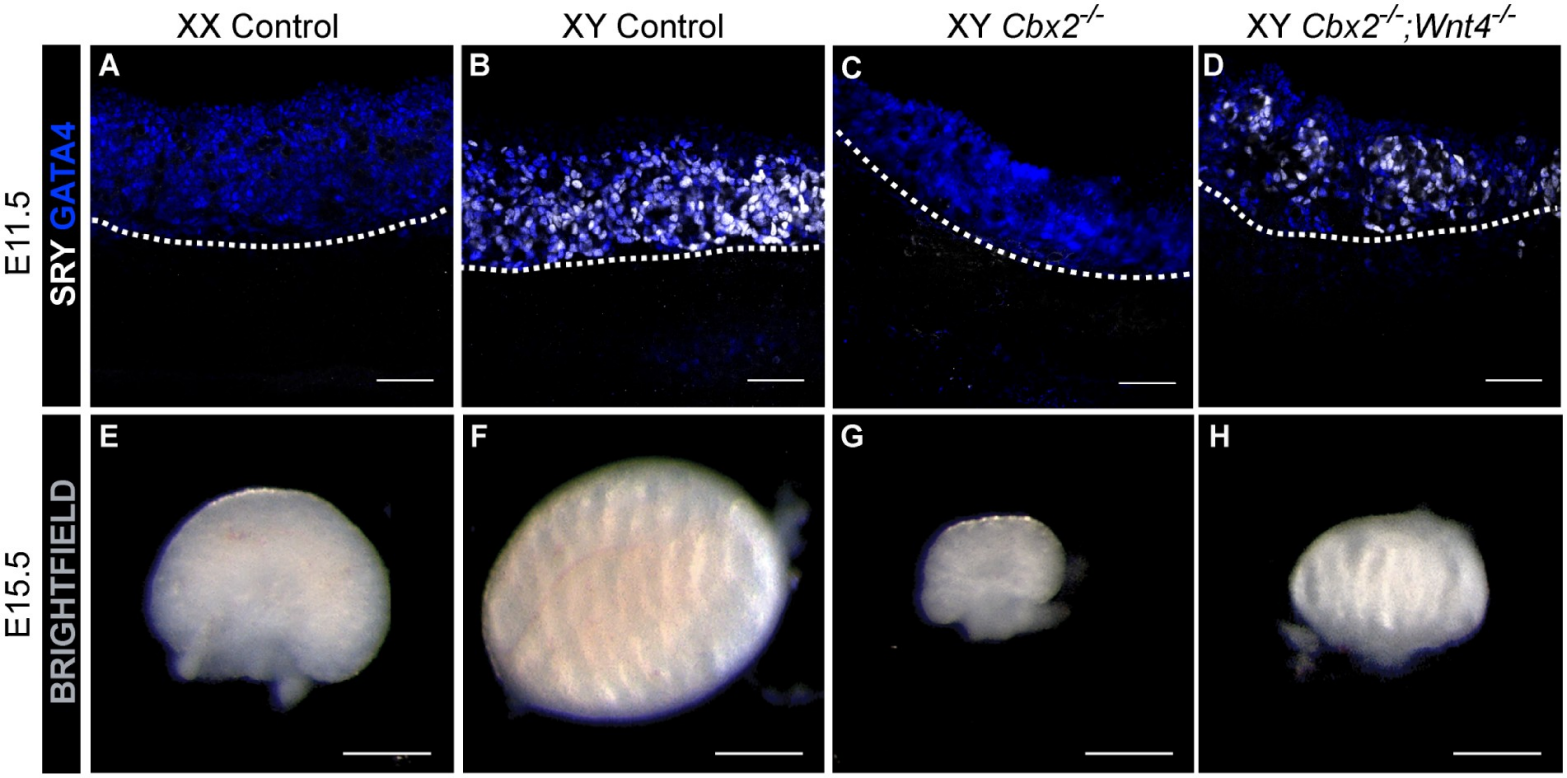
*Sry* expression and testis development are rescued in XY gonads of *Cbx2;Wnt4* double knockout (dKO) mice. Immunofluorescent analysis of gonads from E11.5 (A-D) and brightfield images of E15.5 (E-H) gonads. E11.5 gonads (A-D) are stained with somatic cell marker GATA4 (blue) and SRY (white). Loss of *Cbx2* in E11.5 XY gonads leads to loss of SRY (C). SRY is rescued in *Cbx2;Wnt4* dKO gonads (D). Bright field images of E15.5 gonads show the morphology of WT ovaries (E) and WT testis (F). Loss of *Cbx2* causes XY sex reversal leading to formation of functional but hypoplastic ovaries (G). Loss of *Wnt4* on a *Cbx2* KO background recues testis morphology, but not testis size (H). Images correspond to one of n = 3. Scale bars represent 50μm (A-D) and 500μm (E-H).

It was originally reported that *Cbx2*^*-/-*^ gonads were hypoplastic due to a somatic cell proliferation defect [33]. Despite the fact that XY *Cbx2*^*-/-*^*;Wnt4*^*-/-*^ gonads express testis markers and are morphologically similar to XY wild type gonads (Fig 4D and 4H), gonad size is not rescued, consistent with the idea that *Cbx2* regulates sex determination and gonad size through independent pathways [33]. Our results suggest that CBX2 positively regulates *Sry* and *Sox9* expression by directly repressing the pregranulosa-promoting Wnt signaling pathway.

### CBX2 targets the downstream Wnt signaler *Lef1* for repression

To determine whether CBX2 directly targets *Wnt4* and/or other Wnt signalers, we performed ChIP-qPCR in pooled E13.5 and E14.5 XY gonads (Fig 6A), and in adult (>2m/o) testes (S9 Fig). *Hoxd13*, a known CBX2 target gene [23], was used as a positive control. In contrast, the promoter region of the constitutively active gene *Gapdh* was used as a negative control. Surprisingly, CBX2 did not bind *Wnt4*, or other Wnt signalers such as *Wnt2b*, *Wnt5a*, *Rspo1*, *Axin2*, *Fzd1*, and *Lgr5*. However, *Lef1* was significantly targeted by CBX2 in both embryonic and adult testes. Although CBX2 is expressed in all gonadal cell types throughout sex determination, gene expression analyses performed in several cell lineages of the gonad show that *Lef1* is repressed specifically in the male supporting lineage [14], suggesting that the enrichment of CBX2 at the promoter of *Lef1* in whole testes is likely coming from Sertoli cells. Downstream of Wnt, LEF1 interacts with β-catenin in the nucleus to drive expression of target genes [44]. During sex determination, *Lef1* is silenced in Sertoli cells and becomes ovary-specific (Fig 6B) [14, 41]. Accordingly, as *Lef1* is silenced in Sertoli cells, H3K27me3 spreads upstream and downstream off the TSS as well as over the gene body. 

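*Lef1* (ENSMUSG00000027985.8) spans 113886 bp of chromosome 3 from 130813389 to 130927274. In XY progenitor cells, the H3K27me3 region at its promoter ran from 130803967 to 130818323 (14357 bp), which is 9422 bp upstream and 4934 bp downstream of the TSS. In Sertoli cells, the region ran from 130801677 to 130825283 (23607 bp), 11712 bp upstream and 11894 bp downstream. With further regions inside the gene, H3K27me3 covered 25.9% of the *Lef1* gene body in Sertoli cells, compared with 4.33% in XY progenitor cells and 4.35% in XX progenitor cells.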

In pregranulosa cells, H3K27me3 is removed from the TSS (Fig 6C). 

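In pregranulosa cells, the H3K27me3 region at *Lef1* ran from 130807501 to 130815023 (7523 bp), narrower than the 14944 bp from 130803403 to 130818346 in XX progenitor cells. It extended 1634 bp downstream of the TSS, compared with 4957 bp in XX progenitor cells, and still included the TSS. Of the 4001 bp window, 3635 bp was covered, and 1.44% of the gene body.

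**Figure D6:**
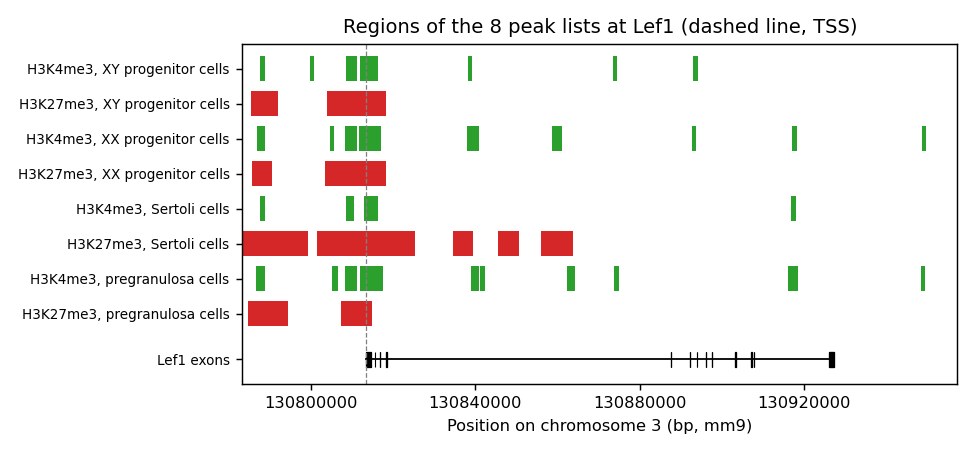
H3K4me3 regions (green) and H3K27me3 regions (red) of the 8 peak lists around *Lef1*, with position on chromosome 3 of mm9 in bp on the x axis and a row for each mark and population. The dashed line is the TSS at 130813389. The H3K27me3 region at the TSS is 14357 bp wide in XY progenitor cells, 23607 bp in Sertoli cells and 7523 bp in pregranulosa cells.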

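The H3K4me3 region at the *Lef1* TSS was 4433 bp wide in XY progenitor cells, from 130812078 to 130816510, and 3553 bp wide in Sertoli cells, from 130812934 to 130816486. The TSS lay inside it at both stages. In the *Lef1* window, H3K4me3 covered 3312 bp in XY progenitor cells and 2456 bp in Sertoli cells, where H3K27me3 covered all 4001 bp.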

Importantly, despite increased levels of H3K27me3 in Sertoli cells, *Lef1* retains H3K4me3 enrichment at its promoter from the progenitor state (Fig 6C). Our results suggest that CBX2 inhibits upregulation of the ovary pathway during testis development, and possibly maintains Sertoli cell identity in adulthood, at least in part by stably repressing WNT4’s downstream target *Lef1*.

**Fig 6:**
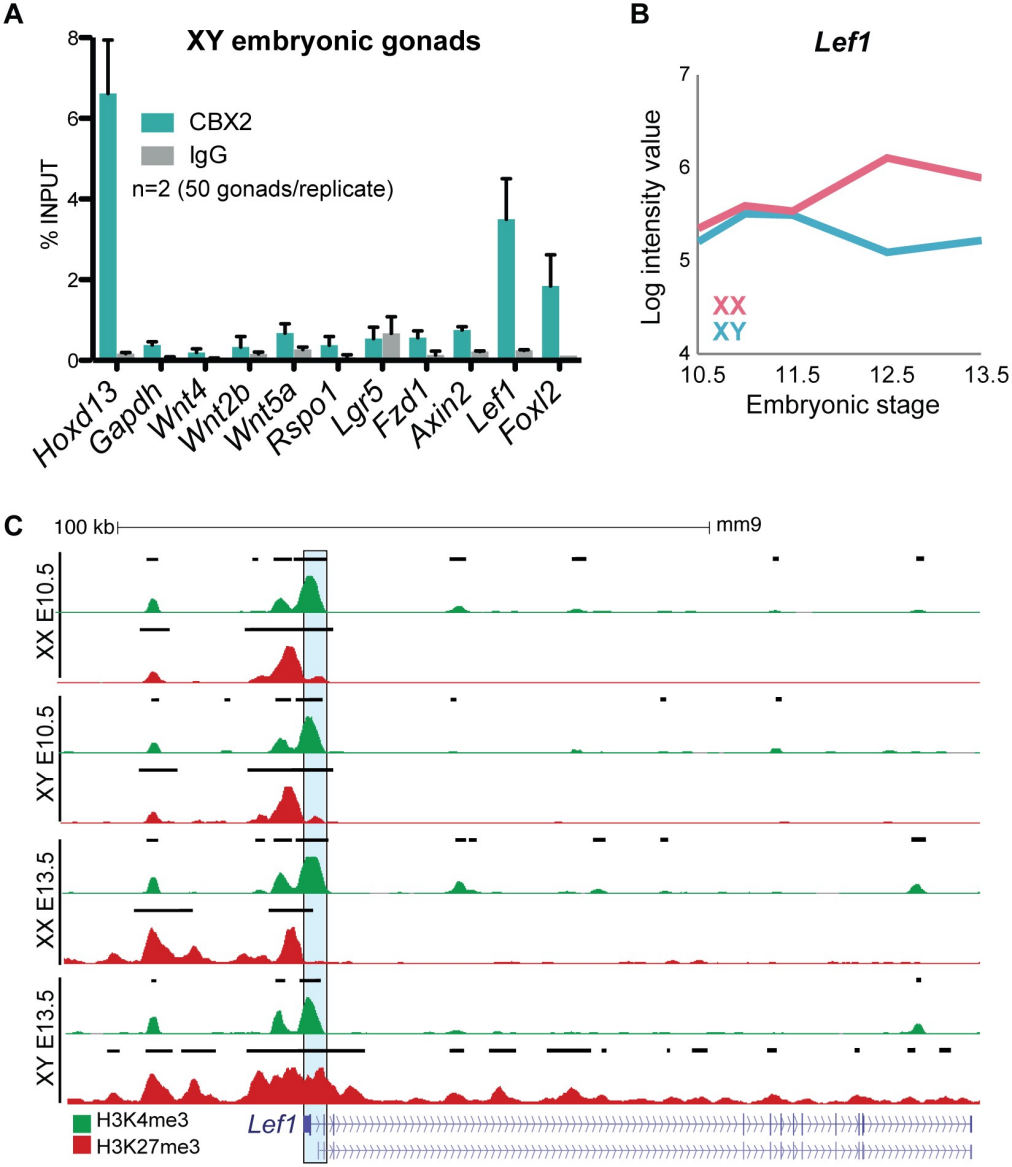
CBX2 targets *Lef1* for repression in XY gonads. (A) ChIP-qPCR for CBX2 on embryonic gonads (2 replicates containing 50 pooled E13.5 and E14.5 XY gonads). Values represent mean ± SEM. (B) Gene expression profile of *Lef1* in XX (pink) and XY (blue) supporting cells throughout sex determination from [41]. (C) Genome browser tracks showing ChIP-seq profiles for H3K4me3 (green) and H3K27me3 (red) at the *Lef1* locus. Note the spreading of H3K27me3 over the gene body in XY E13.5. Bold black lines represent significant enrichment when compared to flanking regions as determined by HOMER.

## Discussion

The early progenitors in the bipotential mouse gonad are a valuable model for the investigation of how cells resolve their fate and commit to one of two differentiation pathways. We show that XY cells that lack CBX2, the cPRC1 subunit that binds H3K27me3 and mediates chromatin compaction, fail to repress the ovary pathway, suggesting that cPRC1 is critical for regulating the testis vs. ovary cell-fate decision of the fetal gonad. To provide insight into the epigenetic mechanisms that regulate this cell-fate decision, we developed an *in vivo* quantitative profile of H3K4me3 and H3K27me3 enrichment in XY and XX gonadal supporting cells at time points before (E10.5) and after (E13.5) sex determination. We show that genes essential to establish both testis and ovary fate are initially poised in both the XX and XY gonad. Once sex determination occurs, the testis- or ovary-expressed bivalent genes resolve into H3K4me3-only promoters. However, the genes associated with the alternate sexual fate retain their bivalent marks, supporting the importance of a stable repressive mechanism that prevents their upregulation, and ensures that the correct lineage is followed during sex determination. We show that XY sex-reversal caused by loss of CBX2 can be rescued by simultaneous loss of *Wnt4*, and that CBX2 directly binds *Wnt4’s* downstream target *Lef1*, an ovary-specific co-factor of β-catenin that remains bivalent in committed Sertoli cells. These findings suggest that *Cbx2* is required during sex determination to stabilize the testis fate by blocking the upregulation of bivalent ovary pathway genes.

The co-occurrence of the active H3K4me3 and the repressive H3K27me3 marks was first reported in ESCs, in which a cohort of developmental genes is “bivalent”, poised for future repression or activation [27–29]. Our findings are consistent with the idea that epigenetic regulation plays a critical role in maintaining pluripotency and facilitating divergence into multiple differentiated states. We show that most genes that become either testis- or ovary-specific after sex determination initially harbor both the H3K4me3 and H3K27me3 modifications at their promoters. More specifically, key sex-determining genes (genes known to cause sex disorders when disrupted) such as the testis-determining genes *Sox9*, *Fgf9* and *Dmrt1* and the ovary-determining genes *Wnt4*, *Rspo1* and *Foxl2* have high enrichment levels of both chromatin marks at the bipotential stage (>log 2.5 enrichment normalized to total H3). Our findings suggest that sex-determining genes that are initially repressed or lowly expressed at similar levels between XY and XX gonads are bivalent in progenitor cells, held in a chromatin-accessible conformation (Fig 7). This state maintains the balance between the testis and ovary fate yet renders genes responsive to the sex-determining signal triggered by *Sry* in XY gonads or *Wnt4/Rspo1* in XX gonads.

**Fig 7:**
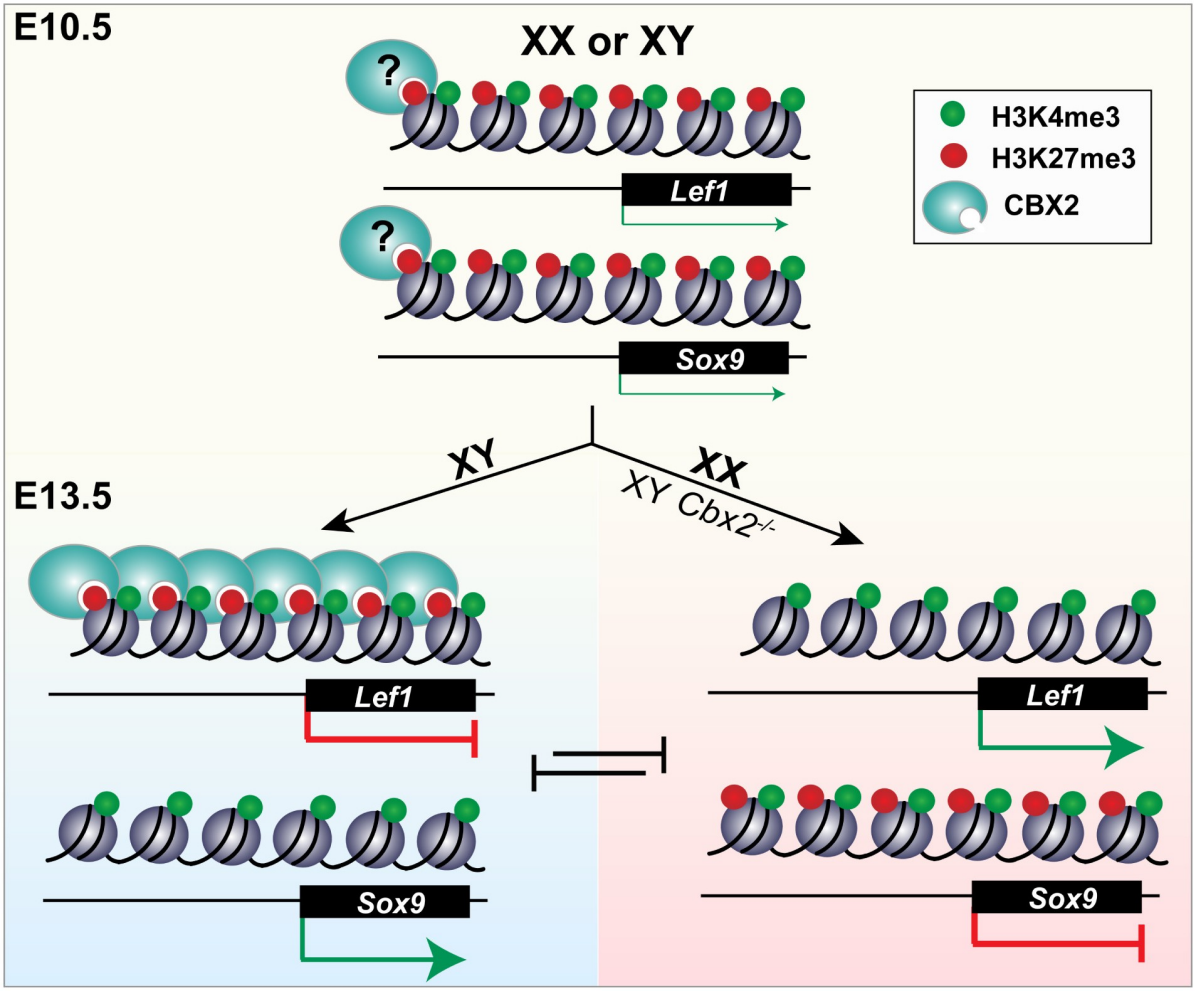
Model of the epigenetic regulation of mammalian sex determination. At the bipotential stage (E10.5), testis- (eg. *Sox9)* and ovary-determining (eg. *Lef1*) genes are bivalent, marked by both H3K27me3 and H3K4me3. Bivalent SD genes are co-expressed at low levels, poised for expression of *Sry* and commitment to the testis fate (XY, blue) or in absence of *Sry*, commitment of the ovary fate through the Wnt signaling pathway (XX, pink). Upregulation of SD genes is accompanied by loss of H3K27me3. Genes that promote the alternate fate and are repressed after sex determination (E13.5) remain bivalent. CBX2 binds to Wnt’s downstream target *Lef1* in XY gonads, inhibiting its upregulation and stabilizing the testis fate. In XX E13.5 gonads, or in XY gonads that lack *Cbx2*, *Lef1* promotes pregranulosa development which blocks upregulation of the testis fate (right, pink). It remains unclear whether CBX2 maintains H3K27me3 from the progenitor state in XY cells and is removed from specific targets in XX cells, or whether it is targeted specifically to ovary genes during Sertoli cell development.

Typically, upregulation of bivalent genes is accompanied by loss of H3K27me3 at the promoter, whereas repression is accompanied by a loss of H3K4me3 [27]. This binary resolution maintains the transcriptional state throughout cell divisions even in absence of the initial signal. We therefore predicted that sex-determining genes would resolve into sex-specific patterns of histone modifications, stably transmitting the cell fate decision throughout adulthood. Instead, we show that although sex-determining genes that become upregulated do lose their repressive mark, sex-determining genes that promote the alternate pathway and become transcriptionally repressed persist in a poised state even after differentiation into either Sertoli or pregranulosa cells (Fig 7). The finding that ovary-determining genes retain enrichment of both H3K4me3 and H3K27me3 in Sertoli cells purified from adult testes led us to speculate that transmission of poised sex-determining genes from the bipotential to the differentiated state could confer the remarkable plasticity that enables *in vivo* transdifferentiation of the supporting cell lineage to the alternate cell fate, even long after the fate-decision has been made [15, 16]. Our findings may also explain why repression of the alternate cell fate is an active process throughout adulthood. In the absence of active repressors, poised promoters may be vulnerable to differentiation toward the alternate cell fate. Our data suggest that maintenance of a bivalent but silent state (i.e. maintenance of H3K27me3) requires the activity of cPRC1.

Accordingly, loss of the cPRC1 subunit CBX2 leads to upregulation of the ovary pathway and complete XY sex reversal. This was originally thought to be due to a failure to activate *Sry* [33]. Although some PcG proteins have been reported to promote activation of certain targets [45–47], our observation that XY *Cbx2*^*-/-*^ cells co-expressed Sertoli and pregranulosa markers led us to hypothesize that downregulation of the testis pathway is the indirect consequence of failure to repress the ovarian program. Our present results are consistent with this hypothesis. Although we did not capture SRY expression in XY *Cbx2* single mutant samples, the most parsimonious explanation for the presence of SOX9 is that *Sry* was transiently expressed, possibly with a delay or at lower levels. In addition, we do show that SRY is present in the absence of *Cbx2* in *Cbx2;Wnt4* double mutant gonads. These data suggest that *Cbx2* is not required for *Sry* activation as was previously proposed, or that this role is redundant in the absence of canonical WNT signaling. These results point towards CBX2 as a stabilizer of *Sry* and the testis pathway. Several lines of study have shown that the bipotential gonad is primed towards the female pathway, suggesting that the gonad is on an ovary trajectory before *Sry* is activated [13, 14, 48]. The failure to establish the testis pathway if expression of *Sry* is delayed suggests that the opportunity to divert the gonad to testis fate is strictly time-limited [49]. In addition to the time-constraint, levels of *Sry* must reach a critical threshold required to establish Sertoli cell differentiation [50]. Although it is not yet clear what establishes these limits, one hypothesis is that it is the escalation of the female pathway possibly driven by Wnt signaling. We speculate that the role of bivalency is to maintain testis- and ovary-determining genes in balance, repressed but poised for activation upon receipt of a developmental signal. Therefore, we propose that in absence of CBX2, the ovary-promoting pathway is engaged early or more strongly, creating an environment in which *Sry* and the testis pathway cannot be stabilized possibly due to high nuclear levels of β-catenin. Consistent with this interpretation, we show that CBX2 represses *Wnt4’s* downstream target *Lef1* (Fig 7). While it would be surprising if *Lef1* were the sole target of CBX2 in testes, regulation of *Lef1* might be pivotal in the transition from the bipotential fate to the testis pathway. Evidence for this comes from the finding that SOX9 and Tcf-Lef compete for binding sites within β-catenin: whereas the interaction between SOX9 and β-catenin induces β-catenin degradation, binding between Tcf-Lef and β-catenin leads to the upregulation of Wnt target genes [51, 52]. Although levels of LEF1 may be important for tipping the balance of the bipotential gonad towards the ovary fate, other targets of CBX2 may also be important.

A smaller, but still significant number of genes associated with testis development are repressed in XX cells, thus it is still unclear why loss of *Cbx2* does not disrupt ovary development despite its similar expression levels in XY and XX supporting cells [14]. One possibility is that wide-spread epigenetic mechanisms have evolved in XY gonads to repress the ovary pathway, consistent with the fact that more pregranulosa-promoting genes are expressed at the bipotential stage than Sertoli-promoting genes, and that repression of pregranulosa genes is a more significant component of the testis pathway [13, 14]. Alternatively, it is possible that maintenance of H3K27me3 at Sertoli-specific genes in XX cells is mediated by CBX subunits other than CBX2, as CBX4, CBX6 and CBX8 are expressed at similar levels between Sertoli and pregranulosa cells throughout sex determination [14, 41]. This may also be the case for H3K27me3-positive Wnt pathway genes that we found are not bound by CBX2 in our CBX2 ChIP-qPCR. Further insight into the mechanistic functions of CBX2, such as whether cPRC1 achieves specificity by interacting with sex-specific transcription factors or non-coding RNAs during sex determination, will benefit from the integration of various genome-wide binding profiles of histone modifications and sex-determining transcription factors that are emerging in the field [53, 54]. Furthermore, identification of additional CBX2 targets by ChIP-seq will benefit from more advanced techniques compatible with small amounts of starting material.

Our results highlight the importance of epigenetic mechanisms in the establishment and resolution of the bipotential state of gonadal precursors. With the development of an *in vivo* genome-wide epigenetic profile of the supporting cell lineage throughout sex determination, we provide insight into how the bipotential state is established, and an explanation for how differentiated supporting cells retain an epigenetic memory of their bipotential state. Furthermore, we describe a widespread role for the PcG proteins in repressing the ovary pathway during testis development and show that its subunit CBX2 is required to directly repress *Wnt4’s* downstream target *Lef1* in XY gonads. Expanding our knowledge of the regulatory mechanisms underlying sex determination may increase our ability to identify the cause of disorders of sex development with unknown etiologies, over 50% of which remain undiagnosed.

## Materials and methods

A complete list of primers and antibodies can be found in the supplemental materials, S1–S4 Tables.

### Mice

The *Sox9-CFP*, *TESMS-CFP* and *Sf1-eGFP* reporter mouse lines, and the *Cbx2*, *Fgf9* and *Wnt4* KO mouse lines were previously generated [35, 39–41, 55] and maintained on a C57BL/6 (B6) background. Timed matings were established between genotypes and CD1 females. The morning of a vaginal plug was considered E0.5. Embryos were collected at E10.5-E13.5 and genotyped by PCR for mutant alleles. Genetic sex was determined using PCR for the presence/absence of a region of the Y chromosome (see primer list for details).

### Immunofluorescence

Embryonic gonads were dissected and fixed for 1hr at RT in 4% paraformaldehyde (PFA). Whole gonads were stained as previously described [56] using the following primary antibodies: SRY (1:100, gift of Dagmar Wilhelm, The University of Melbourne, Melbourne, Australia), SOX9 (1:3000, EMD Millipore, Damstadt, Germany), FOXL2 (1:250; Novus Biologicals, Littleton, CO), GATA4 (1:100, Santa Cruz Biotechnology, Santa Cruz, CA), PECAM1 (1:250; BD BioSciences, San Jose, CA). Alexa Fluor488-labeled anti-rat or anti-mouse (Life Technologies, Carlsbad, CA), Alexa Fluor647-labeled anti-goat (Life Technologies, Carlsbad, CA) and Cy3-labeled anti-rabbit (Jackson ImmunoResearch Laboratories, Inc., West Grove, PA) antibodies were used as secondary antibodies (1:500). Nuclei were stained with DAPI. Whole samples were mounted in DABCO (Sigma-Aldrich) in 90% glycerol and imaged with confocal scanning microscopy using a Leica SP2.

### Adult Sertoli cell purification

Sertoli cells were isolated as in [57] using the same solutions and reagents. Briefly, whole testes were dissected from adult B6 males (>2 months old) and tunica was removed. Testis cords were gently separated and rinsed in PBS. Testis cords were then incubated in a collagenase solution to remove interstitial cells. To separate Sertoli cells from germ cells, cords were then incubated in a trypsin solution followed by an enzyme solution containing collagenase and hyaluronidase. At this point, cords were mechanically disassociated by pipetting into a single-cell suspension and washed in PBS. Cells were subjected to a hypotonic shock solution of 1:2 HBSS to H_2_O to lyse germ cells, which are smaller than Sertoli cells. Sertoli cells were recovered by centrifugation at 500rpm for 5 mins at 4°C, washed twice in PBS and resuspended in 500ul of PBS/3% BSA. Cells were then FACS-purified to collect the large cell population while eliminating contaminating germ cells, nuclei and other debris. ~400K Sertoli cells were routinely recovered from 1 adult mouse. Cells were sorted in PBS/3% BSA for native ChIP-qPCR as described below.

### Chromatin immunoprecipitation

#### ChIP-seq

XX and XY supporting cells were FACS-purified from E10.5 *Sf1-eGFP* gonads [38], E13.5 XY *SOX9-CFP* gonads [39] and E13.5 XX *TESMS-CFP* gonads [40] on the same day, and immediately processed for ChIP-seq. ChIP-seq was performed with no modifications as in Van Galen *et al*. 2016 [37] on ~30K–100K FACS-purified supporting cells from pooled gonads. 400K *Drosophila* S2 cells were added per IP as carrier chromatin. ChIP-seq was performed on two biological replicates. Chromatin was digested using 150 units of MNase (NEB #M0247S) and ChIP-seq was performed using 3μl of H3 antibody (Active Motif #39763), 3μl of H3K4me3 antibody (Active Motif #39159) or 5μl H3K27me3 antibody (CST #9733S).

#### Bioinformatics

Alignment to the mm9 mouse genome was performed using Bowtie. For visualization on the UCSC genome browser, replicates were concatenated to maximize number of reads. H3 ChIP was used as input. To identify regions significantly enriched for H3K27me3 compared to flanking regions (peaks), HOMER was used for each independent replicate using the findPeaks function and settings “—style histone”, with a size of 5000 for H3K27me3 and 1000 for H3K4me3. The setting “-C 0” was used in MNase ChIP to disable fold enrichment limit of expected unique tag positions. BigWig files were created using bedGraphToBigWig. To limit analyses only to gene promoters, Bedtools Intersect was used to intersect the ChIP-seq called peak files with a file containing all TSSs annotated in the mm9 genome downloaded from the UCSC genome browser, which was expanded to span 2kb upstream and 2kb downstream of the TSS. Tag counts for each 4kb promoter region were obtained using the HOMER annotatePeaks.pl function and were normalized to the sample’s corresponding H3 tag counts. Scatterplots of promoter tag counts normalized to H3 were generated in Excel. Histograms were generated using HOMER’s annotatePeaks.pl function with “-size 20000” and “-hist 1000”. Quantitative comparison was only performed between replicates that were processed together (i.e. between samples in replicate 1 or replicate 2).

#### Native ChIP-qPCR for histone modifications

ChIP-qPCR was modified from the ChIP-seq protocol described above using the same buffers and reagents [37]. Briefly, FACS-purified cells or 400K Drosophila S2 cells were resuspended in 20μl PBS/2xPIC (PIC, Thermo Fisher 1862209) and 20μl 2x Lysis Buffer containing 150u of Micrococcal Nuclease (NEB #M0247S). Cells were lysed on ice for 20min and chromatin was digested for 10min at 37°C. The digest was stopped by adding 40μl Dilution Buffer + EGTA to a final concentration of 25mM and incubated on ice 10min. The FACS-purified cells and the S2 cells were pooled, and the sample was brought up to 200μl/IP with Dilution Buffer/PIC. Samples were then split and incubated with 5μl of H3K4me3 antibody (Active Motif #39159), 5μl H3K27me3 antibody (CST #9733S) and 5μl IgG (CST #2729S) as a control overnight at 4°C on a tube rotator. 25μl of protG Dynabeads (Thermo Fisher 10004D) were washed 2x in Dilution Buffer/PIC, added to each IP, and incubated for an additional 3hrs at 4°C on a rotator. Samples were magnetized, and the unbound portion was recovered. Beads were washed 2x in 200μl of ice-cold RIPA, 1x in 200μl ice-cold RIPA/High Salt, 1x in 200μl ice-cold LiCl buffer and 1x in 100μl of TE by moving tubes from the front of the magnet to the back twice. Washed beads were resuspended in 100μl Elution Buffer. Beads and unbound samples were then incubated with 0.5μl of RNase Cocktail (Invitrogen AM2286) and 0.5μl of protK (10mg/ml) at 37°C for 30min and 63°C for 1 hour. DNA was purified using a MinElute Qiagen Kit (28004) and used for qPCR. qPCR was analyzed as Ratio Bound/Unbound = 1/2^(Bound CT–Unbound CT), and IgG values were subtracted. Each ChIP-qPCR was performed three times, each on cells from a pool of multiple gonads.

#### Cross-linked ChIP-qPCR for CBX2

(buffers from [37]). Whole adult testes were dissected from >2m/o mice, the tunica was removed, and tubules were dropped into a glass mortar containing 2ml of 1% PFA/PBS. The timer was set for 10min and testes cords were homogenized with a glass pestle. Homogenized tubules were transferred to a 15ml conical tube and placed on a shaker for the remainder of the 10 minutes. For embryonic gonads, gonads were removed from the mesonephros and directly incubated in 1ml of 1% PFA/PBS on a shaker for 10min at room temperature. PFA was quenched with a final concentration of 125mM glycine and incubated an additional 5min at room temperature. Fixed testes were washed 2x in PBS/PIC by vortexing and centrifuging at 500rpm for 5min at 4°C, and 1x in 1ml PBS/PIC on a rotator for 10min at 4°C. Testes were centrifuged at 500rpm for 5min at 4°C, flash-frozen and stored at -80°C. On day of ChIP, fixed testes were thawed on ice and resuspended in 1ml 1x Lysis Buffer/PIC, homogenized with a plastic pestle that fits a 1.5ml eppendorf tube, and passed through a 35nm cell strainer. Cells were lysed on ice for 30min, and the nuclei were pelleted by centrifugation at 500rpm for 5min at 4°C. The supernatant was removed, and nuclei were resuspended in 300μl RIPA/PIC and incubated on ice 20 min. Chromatin was sonicated to 100-500bp fragments in a Biorupter for 3 rounds of 15min on High, 30s on/off. Debris was pelleted at 14,000rpm for 20min at 4°C. 10% of sheared chromatin was taken as input. 15–20μg of sheared chromatin were incubated overnight with 25μl protG Dynabeads (Thermo Fisher 10004D) pre-incubated for 3hrs with 5μl anti-CBX2 (Bethyl #A302-524A) or anti-IgG (CST #2729S). 50 E13.5 and E14.5 testes were pooled for each ChIP. Beads were washed 2x in 200μl of ice-cold RIPA, 1x in 200μl ice-cold RIPA/High Salt, 1x in 200μl ice-cold LiCl buffer and 1x in 100μl of TE by moving tubes from the front of the magnet to the back twice. Washed beads were resuspended in 100ul Elution Buffer. Beads and input were then incubated with 0.5μl of RNase Cocktail and 0.5ul of protK (10mg/ml) at 37°C for 30min and 63°C for 4 hours to reverse crosslinking. DNA was purified using a MinElute Qiagen Kit (#28004) and used for qPCR. qPCR was analyzed as % Input.

#### ChIP-re-ChIP

4 adult testes per experiment were processed, fixed, and chromatin was sheared as described above (buffers from [37]). Prior to IP, sheared chromatin was divided into three tubes and each was incubated overnight at 4°C on an end-over-end rotator with 25μl of protG Dynabeads (Thermo Fisher 10004D) pre-incubated with 5μl anti-H3K27me3 (CST #9733S). 10% of the input was kept and stored at -20°C for later. The next day, beads were washed 6x in ChIP Lysis Buffer/PIC and 1x in ice-cold TE. Chromatin was eluted from the beads by first incubating in 25μl of 100mM DTT for 5 minutes at room temperature, and then with an additional 25μl of Chromatin Release Buffer (500mM NaCl, 2% SDS, 2% DOC, 2x PIC) for 30 minutes at 37°C. The eluted chromatin was pooled and diluted 4x with Dilution Buffer. The sample was then concentrated with a 50k Amicon Ultra 0.5ml centrifugal filter (Sigma-Aldrich #UFC505024) to remove SDS and DTT from the buffer. Sample was then brought up to 900μl in Dilution Buffer/PIC and divided into two tubes. One was incubated with 25μl of protG Dynabeads (Thermo Fisher 10004D) pre-incubated with 5μl of anti-H3K4me3 (Active Motif #39159), and the other was incubated in beads with no antibody as a control overnight at 4°C on an end-over-end rotator. The next day, beads were washed 2x in 200μl of ice-cold RIPA, 1x in 200μl ice-cold RIPA/High Salt, 1x in 200μl ice-cold LiCl buffer and 1x in 100μl of TE by moving tubes from the front of the magnet to the back twice. Washed beads were resuspended in 100μl Elution Buffer (20mM Tris-HCl pH7.5, 5mM EDTA, 50mM NaCl, 1%SDS) with 0.5μl of RNase Cocktail (Invitrogen AM2286) and 0.5μl of protK (10mg/ml) and incubated at 37°C for 30min then 63°C for 1 hour. DNA was purified using a MinElute Qiagen Kit (28004) and used for qPCR. qPCR was analyzed as % Input.

#### Ethics statement

All animal studies were performed under IACUC compliance (protocol # 00003863). Euthanasia was performed by CO2 administration followed by cervical dislocation.

## Supporting information

S1 Fig Histone marks are consistent between biological replicates and validated by ChIP-qPCR. (A) ChIP-seq tracks for H3 (black), H3K27me3 (red) and H3K4me3 (green) for both biological replicates are shown side by side in XY and XX, E10.5 and E13.5 purified supporting cells. (B&C) ChIP-qPCR validation of ChIP-seq for H3K27me3 (red) and H3K4me3 (green) in FACS-purified E10.5 XY and XX cells (B) and E13.5 XY and XX (C). Each ChIP-qPCR was performed on 3 biological replicates, each replicate contained pooled cells from several gonads. ChIP-seq tracks for depicted genes are in Figs 2 & 3. Values represent mean ± SEM.
(TIF) Click here for additional data file.

S2 Fig Epigenetic profiling of supporting cells during sex determination. (A) Percentage of total number of promoters annotated in the mm9 genome marked by H3K27me3-only (red), both H3K27me3 and H3K4me3 (peach), H3K4me3-only (green), or neither (grey). (B) Boxplots of gene expression values (log intensity value from Nef et al., 2005) for H3K4me3-only promoters, H3K4me3 and H3K27me3 promoters (bivalent) or H3K27me3-only promoters, in XY (blue) or XX (pink) supporting cells at E10.5 (left) and E13.5 (right) (outliers excluded). *** represents p<0.0001 as determined by student’s t test. (C&D) Venn diagrams depicting number of overlapping bivalent promoters between Sertoli cells (blue) and pregranulosa cells (pink) at E10.5 (C) and E13.5 (D).
(TIF) Click here for additional data file.

S3 Fig Up-regulation of testis or ovary pathway genes is associated with loss of H3K27me3. (A) Bar graphs denoting gene expression log intensity values from Nef et al, 2005, for select genes in XY (blue) and XX (pink) supporting cells at E13.5. *** represents p<0.0001 as determined by student’s t test. Values represent mean ± SEM. (B) A closer look at H3K27me3 ChIP-seq tracks at *Foxl2* in E13.5 pregranulosa cells (top) and Sertoli cells (bottom) shows loss of H3K27me3 at the promoter of *Foxl2* in XX but not XY cells.
(TIF) Click here for additional data file.

S4 Fig Repressed ovary pathway genes retain bivalent marks in adult Sertoli cells. (A) ChIP-qPCR for H3K27me3 (red), H3K4me3 (green) and IgG (grey) at the promoter of several ovary-specific genes in purified Sertoli cells from adult (>2m/o) males. Each qPCR was performed on 3 biological replicates, each replicate contained purified Sertoli cells from 1–2 adult males. (B) ChIP-re-ChIP on adult testes for H3K27me3 followed by either H3K4me3, or a no-antibody control, performed on two independent replicates, with testes from 1–2 adult males. Values represent mean ± SEM.
(TIF) Click here for additional data file.

S5 Fig H3K27me3 spreads over repressed loci in Sertoli cells. UCSC genome browser tracks of example repressed genes in XY supporting cells where H3K27me3 deposition (red) is confined to narrow regions at E10.5 (top rows) and spreads upstream and downstream of the TSS, and over the gene body at E13.5 (bottom rows). Collapsed H3K27me3 tracks are represented in bars above tracks.
(TIF) Click here for additional data file.

S6 Fig Pregranulosa-determining genes with critical roles in ovary development are targets of PcG repression in Sertoli cells. Heatmap of H3K27me3 enrichment levels at the promoters of pregranulosa-promoting genes in Sertoli cells, ranging from high (light red) to low (light green). Values represent log2 enrichment normalized to H3. A closer look at the genes with >4 H3K27me3 enrichment are shown in the right column. Genes with known roles in ovary development are bolded.
(TIF) Click here for additional data file.

S7 Fig The Wnt pathway is targeted for H3K27me3-mediated repression in Sertoli cells. (A&B) Gene Ontology functional analysis using GREAT of pregranulosa-specific promoters and flanking regions marked by H3K27me3 shows that the Wnt signaling pathway is significantly targeted for repression in Sertoli cells (A), and that the developmental processes most highly represented are those associated with the formation of the reproductive system, in particular the female reproductive and urogenital system (B). (C) Genome browser tracks showing ChIP-seq profiles for H3K4me3 (green) and H3K27me3 (red). Promoters highlighted in blue. Black boxes represent significant enrichment when compared to flanking regions as determined by HOMER.
(TIF) Click here for additional data file.

S8 Fig Sex reversal is rescued in *Cbx2;Wnt4* double knockout XY gonads. (A&B) XY gonads are stained with the pregranulosa cell marker FOXL2 (green), Sertoli cell marker SOX9 (red), and vasculature and germ cell marker PECAM (blue). Loss of *Cbx2* in E13.5 XY gonads leads to reduction of SOX9+ Sertoli cells, gain of FOXL2+ pregranulosa cells, and testis cords are lost (A). *Cbx2*^*-/-*^*;Wnt4*^*-/-*^ DKO gonads do not have FOXL2+ pregranulosa cells, and testis cord formation is rescued (B). XY *Cbx2*^*-/-*^ gonads develop as ovaries (C). DKO gonads develop as testes (D).
(TIF) Click here for additional data file.

S9 Fig CBX2 targets *Lef1* for repression in adult testes. ChIP-qPCR for CBX2 adult testes from >2m/o mice (2 males/experiment). * represents p<0.01 as determined by student’s t test when compared to the negative control *Gapdh*. Values represent mean ± SEM.
(TIF) Click here for additional data file.

S1 Table ChIP-qPCR primers. (DOCX) Click here for additional data file.

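The ChIP-qPCR primers were placed on the mm9 genome by exact match. Of 17 pairs, 16 gave a single amplicon, 86 bp to 392 bp long, and the *Sox9* pair had no exact match. Of the 16 amplicons, 15 lay within 2 kb of the annotated TSS, 11 lay outside the gene, 2 in an intron, 2 in non-coding exon sequence and 1 in a coding exon. In the Sertoli lists, 13 of the 16 amplicons overlapped an H3K27me3 region, 10 an H3K4me3 region and 7 both. The *Lef1* amplicon, 198 bp on chromosome 3 from 130811997 to 130812194, lies 1294 bp upstream of the TSS, and in Sertoli cells it was covered by H3K27me3 over 198 bp and by H3K4me3 over 0 bp. Its sequence is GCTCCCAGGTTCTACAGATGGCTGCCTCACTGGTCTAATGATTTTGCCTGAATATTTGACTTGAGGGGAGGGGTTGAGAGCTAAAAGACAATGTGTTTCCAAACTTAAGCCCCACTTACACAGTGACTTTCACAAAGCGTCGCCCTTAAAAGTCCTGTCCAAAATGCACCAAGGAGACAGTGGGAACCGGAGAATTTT. The *Wnt4* amplicon, 100 bp on chromosome 4 from 136832568 to 136832667, lies 787 bp upstream of the TSS and was covered by both marks over 100 bp in Sertoli cells. Its sequence is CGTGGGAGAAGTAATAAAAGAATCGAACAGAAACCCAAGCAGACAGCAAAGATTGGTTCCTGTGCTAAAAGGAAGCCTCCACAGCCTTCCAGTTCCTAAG. The *Gapdh* amplicon, 125 bp in an intron on chromosome 6 from 125115801 to 125115925, overlapped an H3K4me3 region and no H3K27me3 region in the 4 populations.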

S2 Table Genotyping primers. (DOCX) Click here for additional data file.

S3 Table Immunofluorescence antibodies. (DOCX) Click here for additional data file.

S4 Table ChIP antibodies. (DOCX) Click here for additional data file.

S1 File Complete list of Sertoli-specific and pregranulosa-specific H3K27me3+, H3K4me3+ and bivalent genes and their genomic coordinates (mm9) in XX and XY supporting cells at E10.5 and E13.5. (XLSX) Click here for additional data file.

## References

[1] AlbrechtK.H. and EicherE.M., Evidence that Sry is expressed in pre-Sertoli cells and Sertoli and granulosa cells have a common precursor. Dev Biol, 2001 240(1): p. 92–107. 10.1006/dbio.2001.0438 11784049

[2] BurgoyneP.S., et al, The genetic basis of XX-XY differences present before gonadal sex differentiation in the mouse. Philos Trans R Soc Lond B Biol Sci, 1995 350(1333): p. 253–60 discussion 260–1. 10.1098/rstb.1995.0159 8570689

[3] SinclairA.H., et al, A gene from the human sex-determining region encodes a protein with homology to a conserved DNA-binding motif. Nature, 1990 346(6281): p. 240–4. 10.1038/346240a0 1695712

[4] GubbayJ., et al, A gene mapping to the sex-determining region of the mouse Y chromosome is a member of a novel family of embryonically expressed genes. Nature, 1990 346(6281): p. 245–50. 10.1038/346245a0 2374589

[5] KoopmanP., et al, Male development of chromosomally female mice transgenic for Sry. Nature, 1991 351(6322): p. 117–21. 10.1038/351117a0 2030730

[6] BullejosM. and KoopmanP., Spatially dynamic expression of Sry in mouse genital ridges. Dev Dyn, 2001 221(2): p. 201–5. 10.1002/dvdy.1134 11376487

[7] HackerA., et al, Expression of Sry, the mouse sex determining gene. Development, 1995 121(6): p. 1603–14. 760097810.1242/dev.121.6.1603

[8] SekidoR., et al, SOX9 is up-regulated by the transient expression of SRY specifically in Sertoli cell precursors. Dev Biol, 2004 274(2): p. 271–9. 10.1016/j.ydbio.2004.07.011 15385158

[9] KimY., et al, Fgf9 and Wnt4 act as antagonistic signals to regulate mammalian sex determination. PLoS Biol, 2006 4(6): p. e187 10.1371/journal.pbio.0040187 16700629PMC1463023

[10] MaatoukD.M., et al, Stabilization of beta-catenin in XY gonads causes male-to-female sex-reversal. Hum Mol Genet, 2008 17(19): p. 2949–55. 10.1093/hmg/ddn193 18617533PMC2536503

[11] OttolenghiC., et al, Loss of Wnt4 and Foxl2 leads to female-to-male sex reversal extending to germ cells. Hum Mol Genet, 2007 16(23): p. 2795–804. 10.1093/hmg/ddm235 17728319

[12] JamesonS.A., LinY.T., and CapelB., Testis development requires the repression of Wnt4 by Fgf signaling. Dev Biol, 2012 370(1): p. 24–32. 10.1016/j.ydbio.2012.06.009 22705479PMC3634333

[13] MungerS.C., et al, Fine time course expression analysis identifies cascades of activation and repression and maps a putative regulator of mammalian sex determination. PLoS Genet, 2013 9(7): p. e1003630 10.1371/journal.pgen.1003630 23874228PMC3708841

[14] JamesonS.A., et al, Temporal transcriptional profiling of somatic and germ cells reveals biased lineage priming of sexual fate in the fetal mouse gonad. PLoS Genet, 2012 8(3): p. e1002575 10.1371/journal.pgen.1002575 22438826PMC3305395

[15] UhlenhautN.H., et al, Somatic sex reprogramming of adult ovaries to testes by FOXL2 ablation. Cell, 2009 139(6): p. 1130–42. 10.1016/j.cell.2009.11.021 20005806

[16] MatsonC.K., et al, DMRT1 prevents female reprogramming in the postnatal mammalian testis. Nature, 2011 476(7358): p. 101–4. 10.1038/nature10239 21775990PMC3150961

[17] KurokiS., et al, Epigenetic regulation of mouse sex determination by the histone demethylase Jmjd1a. Science, 2013 341(6150): p. 1106–9. 10.1126/science.1239864 24009392

[18] KurokiS., et al, Rescuing the aberrant sex development of H3K9 demethylase Jmjd1a-deficient mice by modulating H3K9 methylation balance. PLoS Genet, 2017 13(9): p. e1007034 10.1371/journal.pgen.1007034 28949961PMC5630185

[19] CarreG.A., et al, Loss of p300 and CBP disrupts histone acetylation at the mouse Sry promoter and causes XY gonadal sex reversal. Hum Mol Genet, 2017.10.1093/hmg/ddx398PMC588615429145650

[20] SimonJ.A. and KingstonR.E., Mechanisms of polycomb gene silencing: knowns and unknowns. Nat Rev Mol Cell Biol, 2009 10(10): p. 697–708. 10.1038/nrm2763 19738629

[21] CaoR., et al, Role of histone H3 lysine 27 methylation in Polycomb-group silencing. Science, 2002 298(5595): p. 1039–43. 10.1126/science.1076997 12351676

[22] ShenX., et al, EZH1 mediates methylation on histone H3 lysine 27 and complements EZH2 in maintaining stem cell identity and executing pluripotency. Mol Cell, 2008 32(4): p. 491–502. 10.1016/j.molcel.2008.10.016 19026780PMC2630502

[23] LauM.S., et al, Mutation of a nucleosome compaction region disrupts Polycomb-mediated axial patterning. Science, 2017 355(6329): p. 1081–1084. 10.1126/science.aah5403 28280206PMC5503153

[24] BlackledgeN.P., et al, Variant PRC1 complex-dependent H2A ubiquitylation drives PRC2 recruitment and polycomb domain formation. Cell, 2014 157(6): p. 1445–59. 10.1016/j.cell.2014.05.004 24856970PMC4048464

[25] CooperS., et al, Targeting polycomb to pericentric heterochromatin in embryonic stem cells reveals a role for H2AK119u1 in PRC2 recruitment. Cell Rep, 2014 7(5): p. 1456–1470. 10.1016/j.celrep.2014.04.012 24857660PMC4062935

[26] Santos-RosaH., et al, Active genes are tri-methylated at K4 of histone H3. Nature, 2002 419(6905): p. 407–11. 10.1038/nature01080 12353038

[27] BernsteinB.E., et al, A bivalent chromatin structure marks key developmental genes in embryonic stem cells. Cell, 2006 125(2): p. 315–26. 10.1016/j.cell.2006.02.041 16630819

[28] AzuaraV., et al, Chromatin signatures of pluripotent cell lines. Nat Cell Biol, 2006 8(5): p. 532–8. 10.1038/ncb1403 16570078

[29] PanG., et al, Whole-genome analysis of histone H3 lysine 4 and lysine 27 methylation in human embryonic stem cells. Cell Stem Cell, 2007 1(3): p. 299–312. 10.1016/j.stem.2007.08.003 18371364

[30] VoigtP., TeeW.W., and ReinbergD., A double take on bivalent promoters. Genes Dev, 2013 27(12): p. 1318–38. 10.1101/gad.219626.113 23788621PMC3701188

[31] Katoh-FukuiY., et al, Male-to-female sex reversal in M33 mutant mice. Nature, 1998 393(6686): p. 688–92. 10.1038/31482 9641679

[32] Biason-LauberA., et al, Ovaries and female phenotype in a girl with 46,XY karyotype and mutations in the CBX2 gene. Am J Hum Genet, 2009 84(5): p. 658–63. 10.1016/j.ajhg.2009.03.016 19361780PMC2680992

[33] Katoh-FukuiY., et al, Cbx2, a polycomb group gene, is required for Sry gene expression in mice. Endocrinology, 2012 153(2): p. 913–24. 10.1210/en.2011-1055 22186409

[34] HarrisA., et al, ZNRF3 functions in mammalian sex determination by inhibiting canonical WNT signaling. Proc Natl Acad Sci U S A, 2018 115(21): p. 5474–5479. 10.1073/pnas.1801223115 29735715PMC6003506

[35] ColvinJ.S., et al, Male-to-female sex reversal in mice lacking fibroblast growth factor 9. Cell, 2001 104(6): p. 875–89. 1129032510.1016/s0092-8674(01)00284-7

[36] Bagheri-FamS., et al, Loss of Fgfr2 leads to partial XY sex reversal. Dev Biol, 2008 314(1): p. 71–83. 10.1016/j.ydbio.2007.11.010 18155190

[37] van GalenP., et al, A Multiplexed System for Quantitative Comparisons of Chromatin Landscapes. Mol Cell, 2016 61(1): p. 170–80. 10.1016/j.molcel.2015.11.003 26687680PMC4707994

[38] BeverdamA. and KoopmanP., Expression profiling of purified mouse gonadal somatic cells during the critical time window of sex determination reveals novel candidate genes for human sexual dysgenesis syndromes. Hum Mol Genet, 2006 15(3): p. 417–31. 10.1093/hmg/ddi463 16399799

[39] SekidoR. and Lovell-BadgeR., Sex determination involves synergistic action of SRY and SF1 on a specific Sox9 enhancer. Nature, 2008 453(7197): p. 930–4. 10.1038/nature06944 18454134

[40] GonenN., et al, Sex reversal following deletion of a single distal enhancer of Sox9. Science, 2018.10.1126/science.aas9408PMC603465029903884

[41] NefS., et al, Gene expression during sex determination reveals a robust female genetic program at the onset of ovarian development. Dev Biol, 2005 287(2): p. 361–77. 10.1016/j.ydbio.2005.09.008 16214126

[42] XuC.R., et al, Chromatin "prepattern" and histone modifiers in a fate choice for liver and pancreas. Science, 2011 332(6032): p. 963–6. 10.1126/science.1202845 21596989PMC3128430

[43] PinterS.F., et al, Spreading of X chromosome inactivation via a hierarchy of defined Polycomb stations. Genome Res, 2012 22(10): p. 1864–76. 10.1101/gr.133751.111 22948768PMC3460182

[44] BehrensJ., et al, Functional interaction of beta-catenin with the transcription factor LEF-1. Nature, 1996 382(6592): p. 638–42. 10.1038/382638a0 8757136

[45] JacobE., et al, Dual function of polycomb group proteins in differentiated murine T helper (CD4+) cells. J Mol Signal, 2011 6: p. 5 10.1186/1750-2187-6-5 21624129PMC3127800

[46] HerzH.M., et al, Polycomb repressive complex 2-dependent and -independent functions of Jarid2 in transcriptional regulation in Drosophila. Mol Cell Biol, 2012 32(9): p. 1683–93. 10.1128/MCB.06503-11 22354997PMC3347239

[47] MousaviK., et al, Polycomb protein Ezh1 promotes RNA polymerase II elongation. Mol Cell, 2012 45(2): p. 255–62. 10.1016/j.molcel.2011.11.019 22196887PMC12310276

[48] Garcia-MorenoS.A., et al, Gonadal supporting cells acquire sex-specific chromatin landscapes during mammalian sex determination. Dev Biol, 2019 446(2): p. 168–179. 10.1016/j.ydbio.2018.12.023 30594505PMC6368449

[49] HiramatsuR., et al, A critical time window of Sry action in gonadal sex determination in mice. Development, 2009 136(1): p. 129–38. 10.1242/dev.029587 19036799

[50] KashimadaK. and KoopmanP., Sry: the master switch in mammalian sex determination. Development, 2010 137(23): p. 3921–30. 10.1242/dev.048983 21062860

[51] AkiyamaH., et al, Interactions between Sox9 and beta-catenin control chondrocyte differentiation. Genes Dev, 2004 18(9): p. 1072–87. 10.1101/gad.1171104 15132997PMC406296

[52] SellakH., WuS., and LincolnT.M., KLF4 and SOX9 transcription factors antagonize beta-catenin and inhibit TCF-activity in cancer cells. Biochim Biophys Acta, 2012 1823(10): p. 1666–75. 10.1016/j.bbamcr.2012.06.027 22766303PMC3633466

[53] RahmounM., et al, In mammalian foetal testes, SOX9 regulates expression of its target genes by binding to genomic regions with conserved signatures. Nucleic Acids Res, 2017 45(12): p. 7191–7211. 10.1093/nar/gkx328 28472341PMC5499551

[54] NicolB., et al, Genome-wide identification of FOXL2 binding and characterization of FOXL2 feminizing action in the fetal gonads. Hum Mol Genet, 2018 27(24): p. 4273–4287. 10.1093/hmg/ddy312 30212841PMC6276834

[55] VainioS., et al, Female development in mammals is regulated by Wnt-4 signalling. Nature, 1999 397(6718): p. 405–9. 10.1038/17068 9989404

[56] MaatoukD.M., et al, Genome-wide identification of regulatory elements in Sertoli cells. Development, 2017 144(4): p. 720–730. 10.1242/dev.142554 28087634PMC5312035

[57] AnwayM.D., et al, Isolation of sertoli cells from adult rat testes: an approach to ex vivo studies of Sertoli cell function. Biol Reprod, 2003 68(3): p. 996–1002. 10.1095/biolreprod.102.008045 12604653

# Supplementary material for: CBX2 is required to stabilize the testis pathway by repressing Wnt signaling
**Source:** PLoS Genet. 2019 May 22;15(5):e1007895. doi: 10.1371/journal.pgen.1007895
**Supplement:** S1 Table

| **Gene** | **Forward Primer** | **Reverse Primer** |
| --- | --- | --- |
| Axin2 | ACCTACTCACTTCCATTCCCC | TCCTTTCCACATTCTCCCCAA |
| Bmp2 | GACTTCTTGAACTTGCCG | TGTTGCTTTTCTTCGCCTCC |
| Dmrt1 | TGCCAGTCTCTGTTAGCCAA | CTACAAACCTCAGCCGTGTG |
| Fgf9 | ATCTGACTCACACCCAACT | AGCAGCAGCCCGAAGACATT |
| Foxl2 | ATACGAATCAGAACGGAGCG | TCGGTGGGTTTTCTTGGC |
| Fst | AGAGAGAGAGAGGAGTCG | TCCACAAGTCAGAAGCAA |
| Fzd1 | ACACGCACATACACATACACCT | TTCCTCGCCAGCCACTGA |
| Gapdh | TCCTATCCTGGGAACCATCACC | TCTTTGGACCCGCCTCATTT |
| Hoxd13 | TGGGCTATGGCTACCACTTC | GACACTTCCTTGGCTCTTGC |
| Lef1 | GCTCCCAGGTTCTACAGATGGC | AAAATTCTCCGGTTCCCACTGTC |
| Lgr5 | CCTCTGGACCACAGGAAGT | AGACCATGACTGCGCTCTG |
| Oct4 | TGGCTGAGTGGGCTGTAAGG | CAAACCAGTTGCTCGGATGC |
| Rspo1 | GAAACTGGTCAGATGCTC | ACCCAGGATGCTTGCTAA |
| Sox9 | TCCTCCCTTTAGCCAACC | AGGCGTCTGGACTTAG |
| Wnt2b | GCAGTCAGCTAAATGGAGCAGA | AGCTGCTGGTTCCACTTGCTTC |
| Wnt4 | CGTGGGAGAAGTAATAAAAGAA | CTTAGGAACTGGAAGGCTGTG |
| Wnt5a | GCACTAACCCATGAGACATTG | TGTGAAGTTTAGGTGAACCG |

**Table 1. ChIP-qPCR primers**

# Supplementary material for: CBX2 is required to stabilize the testis pathway by repressing Wnt signaling
**Source:** PLoS Genet. 2019 May 22;15(5):e1007895. doi: 10.1371/journal.pgen.1007895
**Supplement:** S2 Table

**Table 2. Genotyping primers**

| **Genotype** | **Forward Primer** | **Primer mutant** | **Reverse Primer** |
| --- | --- | --- | --- |
| Cbx2 | GTAGCCAAGCCAGAGCTGAA | CCGCTTCCATTGCTCAGCGGT | ACCACAGGCCTCTTTGGTGT |
| Fgf9 | GCAAGGGAGGGGAGTTGGATATACC | GAAATCCAGTCCTGCAGTACAGCTGC | CAGCCCAAGCTTTCGCGAGCTCG |
| Wnt4 | CAACAACGAGGCTGGCAGG | CGCATTGTCTGAGTAGGTGTCATTC | CCCGCATGTGTGTCAAGATGG |
| XY | TGAAGCTTTTGGCTTTGAG | N/A | CCGCTGCCAAATTCTTTGG |

# Supplementary material for: CBX2 is required to stabilize the testis pathway by repressing Wnt signaling
**Source:** PLoS Genet. 2019 May 22;15(5):e1007895. doi: 10.1371/journal.pgen.1007895
**Supplement:** S3 Table

**Table 3. Immunofluorescence Antibodies**

| **Target** | **Catalog Number** | **Concentration** |
| --- | --- | --- |
| Foxl2 | Novus Biologicals NB100-1277 | 1:250 |
| Gata4 | Santa Cruz SC-1237 | 1:100 |
| PECAM1 | BD BioSciences | 1:250 |
| Sox9 | EMD Millipore AB5535 | 1:3000 |
| Sry | Gift from Dagmar Wilhelm | 1:100 |

# Supplementary material for: CBX2 is required to stabilize the testis pathway by repressing Wnt signaling
**Source:** PLoS Genet. 2019 May 22;15(5):e1007895. doi: 10.1371/journal.pgen.1007895
**Supplement:** S4 Table

**Table 4. ChIP Antibodies**

| **Target** | **Catalog Number** | **μl/IP** |
| --- | --- | --- |
| H3 | Active Motif 39763 | 3 |
| H3K27me3 | CST 9733S | 5 |
| H3K4me3 | Active Motif 39159 | 3 |
| Cbx2 | Bethyl A302-524A | 5 |
| IgG | CST 2729S | 3-5 |

How the deposited data were processed for this re-analysis (not part of the article)

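H3, H3K4me3 and H3K27me3 were profiled by ChIP-seq in XY and XX progenitor cells at E10.5 and in Sertoli and pregranulosa cells at E13.5. The 24 samples comprised 2 replicates for each of H3, H3K4me3 and H3K27me3 in each of the 4 populations. The authors aligned reads to mm9 with Bowtie and called peaks with HOMER against H3, and the deposited files are 8 peak lists, 1 for each of H3K4me3 and H3K27me3 in each population. The headers of 6 lists name tag directories in which the replicates were joined, and the series description states the same for the 2 lists without a header. Positions in the lists are 0-based starts on mm9 (NCBIM37), and positions printed here count from 1. The score column that the authors provided holds the same value for every peak, so the lists carry no level of enrichment and only the presence of a mark was used.

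The headers give findPeaks in histone style with a peak size of 5000 bp for H3K27me3 and 1000 bp for H3K4me3. Peaks had at least 4 times the H3 control and 4 times the local region, with a Poisson p-value of 0.0001 over the control. A separate Poisson p-value threshold was 0.001. The tags used were 10162534, 49254553 and 31104760 for H3K4me3 in XY progenitor, XX progenitor and Sertoli cells, and 6470151, 33185400 and 44446456 for H3K27me3. Depth therefore differed between lists, and depth and thresholds are unknown for pregranulosa cells. Precision was described by exact (Clopper-Pearson) 95% binomial intervals, which cover counting error and neither differences between replicates nor depth.

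Peaks of a list that overlap were joined into regions. The plan had been to use the peaks as listed, and this was changed after 3 of the H3K27me3 lists proved to hold overlapping windows of 5001 bp, with a median listed width of 5001 bp in each, while the pregranulosa list was already joined. A promoter was the window of TSS ± 2 kb, marked by a region that overlaps it by at least 1 bp, and bivalent when both marks were present. The windows came from the promoter coordinates of S1 File, of which 1999 were held, on chromosome 1 and on chromosome 10 up to position 90588708, and 20561 were not. No set test was run on this partial table. Windows around the annotated TSS of GENCODE release M1 were computed for all 37228 genes, an alternative set in advance. Windows for the 22339 protein-coding genes and for the listed genes, with 1407 of 1408 Sertoli-specific and 1161 of 1164 pregranulosa-specific genes matched, were added after the data were seen. The classes in S1 File rest on tag counts normalized to H3. They are the paper's values and were only counted by gene.

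Genes named in the text were chosen by rule. The rule took every gene named in the paper whose window was held, and the other genes named in the paper on GENCODE windows. For each list of sex-specific genes it took those bivalent in both progenitor populations that kept H3K27me3 at E13.5 only in the population of the other sex, at most 6 by bases covered and then by symbol. It also took at most 3 with the opposite pattern.

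Counts and shares were compared between populations without a test, because each condition has 1 pooled list. Overlap of the 2 marks was tested within each population by 1000 circular shifts of the H3K27me3 regions along the whole chromosome, assembly gaps included, one-sided. Widths were compared as the summed width of the E13.5 regions that overlap an E10.5 region, divided by the width of that region, with bootstrap intervals for the median. The number of putative peaks that the H3 control removed was read from the headers. Gene lists were compared with 10000 random lists drawn from the same windows. Primer pairs of S1 Table were placed on the mm9 sequence by exact match.

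The alternatives required 500 bp of overlap, used TSS ± 1 kb, kept the widest 75% of regions (the lists have no usable score), reduced every list to the number of regions in the shortest list of its mark, or merged regions within 1 kb or 5 kb. Others counted windows that overlap no other window, each chromosome by itself, autosomes by themselves, every gene of the annotation, or required most of a region to be covered. The steps were tested on simulated data. All of 3000 simulated promoter classes were recovered (100%), covered bases equalled those of bedtools in 100% of 2000 intervals, and regions widened 1.5 times gave a median ratio of 1.50. Independent simulated regions gave a mean ratio of observed to shifted overlaps of 1.02 over 40 pairs.

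Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, matplotlib 3.10.9 and bedtools 2.31.1 were used. Expression, knockout and ChIP-qPCR results of the paper have no file among the peak lists and were left out, as were H3-normalized levels.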

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

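Of the tests below, those on sequencing depth, on the number of X chromosomes, on exchanged sexes and on the H3 control were chosen only after the result was seen, and the test on genes that escape X inactivation was set before its result was seen.

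H3K27me3 regions covered 36.9% of chromosome X in XX progenitor cells and 25.9% in pregranulosa cells, compared with 0.712% in XY progenitor cells and 1.17% in Sertoli cells. The paper does not report on histone marks along chromosome X, and this signal drew attention because it lies outside the genes it discusses. On the autosomes, H3K27me3 covered 3.63% in XY progenitor cells, 3.33% in XX progenitor cells, 6.31% in Sertoli cells and 5.25% in pregranulosa cells.

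Deeper sequencing of the XX progenitor libraries is argued against by the autosomes, where the XX list covered 0.917 times as much as the XY list, and by the Sertoli list, which has more H3K27me3 tags and covers little of chromosome X. The presence of 2 copies of chromosome X could raise H3K4me3 on that chromosome as well. H3K4me3 coverage rose 1.29 times on chromosome X and 1.43 times on the autosomes, a ratio of 0.903, and the ratio was 0.954 for pregranulosa over Sertoli cells. These ratios cannot exclude an effect of copy number. Peaks were called against H3 and the local region, which may rise with copies too. Exchanged or mixed sexes are argued against by H3K4me3 regions on chromosome Y, of which there were 30 in XY progenitor cells and 16 in Sertoli cells against 1 and 2 in the XX populations. The H3 control is argued against by the list headers, which count 0 putative H3K27me3 peaks removed by it in XY progenitor, XX progenitor and Sertoli cells, so chromosome X was not emptied by it in the XY populations. The pregranulosa lists have no header. Of the bases that H3K27me3 covered on chromosome X in pregranulosa cells, 98.8% lay in regions of XX progenitor cells, where the control removed no peak, and those regions cover 36.9% of the chromosome.

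Silencing of 1 X chromosome in XX cells may account for the pattern. Promoters of genes known to escape X inactivation would then carry less H3K27me3 than other active promoters of chromosome X. Of 7 such genes listed before the test, 5 had H3K4me3 in XX progenitor cells, and H3K27me3 covered on average 24.5% of their windows, against 86.3% over the 611 windows with H3K4me3. This mean lay at percentile 0.1 of 10000 random lists. *Kdm6a*, *Eif2s3x* and *Xist* had 0% covered, *Kdm5c* 50.5% and *Ddx3x* 72.3%. The list is short, and the explanation stays a hypothesis. The pattern could not be compared between replicates.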

How the results depend on the processing

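The alternatives on protein-coding genes, on listed genes in GENCODE windows and on peaks not joined were chosen only after the data were seen. All other alternatives were set before the data were examined. Values are given in the order XY progenitor, XX progenitor, Sertoli and pregranulosa cells where 4 are listed. The cause was not tested for any change below, except where the alternative counts other promoters, or joins or removes regions, by its construction. No paired analysis was possible because each list pools both replicates, and for the same reason leaving out a replicate was impossible.

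Of 400 values computed under the alternatives, 304 stayed within the 95% interval of the reported value, or within 1.5 times a reported count, and 96 moved. Nearly all are single shares, counts or widths, which have no direction. The overlap of the 2 marks stayed above that of shifted regions under each alternative run for it. The order of XY and XX progenitor cells differed between the window sets, which also differ in the chromosomes they cover. On GENCODE windows of protein-coding genes, 276 promoters were bivalent in XY and 271 in XX progenitor cells on chromosome 1. The numbers were 231 and 229 on chromosome 10, 4463 and 4570 on the autosomes together, and 89 and 426 on chromosome X. The order may therefore depend on the chromosomes counted. The bivalent share of Sertoli-specific genes was 31.3% in XY and 29.1% in XX cells on held windows and 24.7% and 27.5% on GENCODE windows, and that of pregranulosa-specific genes was 16.5% and 13.0% on held windows. With at least 500 bp of overlap and with TSS ± 1 kb, all 28 values stayed within these limits and all 34 single genes stayed the same. Over all settings 142 of 158 single-gene values stayed the same and 16 moved, 9 with the widest 75% of regions and 7 with the shortest list. The unchanged values include 11 for windows overlapping no other window, which repeat the reported value and could not move.

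Which promoters were counted changed the classes. H3K4me3-only shares were 41.0%, 43.2%, 44.5% and 44.6% on windows overlapping no other window, and 43.7%, 45.6%, 46.8% and 46.4% on chromosome 1. On the held part of chromosome 10 they were 50.3%, 52.4%, 54.9% and 55.5%, H3K27me3-only promoters were 3.64% in Sertoli cells, and 24.7% of XX bivalent promoters became H3K4me3-only. There, 7.32% of pregranulosa-specific genes were bivalent in XY progenitor cells, and 100% of these 3 genes stayed bivalent. Over every gene of the annotation, H3K4me3-only shares were 32.0%, 32.3%, 34.0% and 34.0%, bivalent shares 14.8%, 16.5%, 13.8% and 15.1%, and H3K27me3-only shares 4.05% in XX progenitor and 4.80% in pregranulosa cells. Over protein-coding genes, H3K4me3-only shares were 43.8%, 43.7%, 46.2% and 46.0%, the bivalent share in XY progenitor cells 20.4%, and H3K27me3-only shares 2.42% in XX progenitor and 3.26% in pregranulosa cells. The shared part of XX bivalent promoters at E10.5 was 83.9%. On GENCODE windows, where the order of the sexes was reversed, 26.4% and 29.4% of pregranulosa-specific genes were bivalent in XY and XX progenitor cells.

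With the widest 75% of regions, H3K4me3-only shares were 51.4% in XX progenitor, 52.7% in Sertoli and 52.4% in pregranulosa cells, and bivalent shares 17.4%, 16.5% and 18.2%. At E10.5, 74.9% of XY and 97.7% of XX bivalent promoters were shared. From XY progenitor to Sertoli cells 62.3% stayed bivalent and 34.1% became H3K4me3-only. Median widths were 1528 bp, 2137 bp, 1879 bp and 1938 bp for H3K4me3 and 7862 bp, 10053 bp, 10195 bp and 10473.5 bp for H3K27me3. XX regions overlapped 75.7% of XY H3K4me3 regions and 72.2% of XY H3K27me3 regions, and pregranulosa regions 80.0% of Sertoli H3K4me3 regions.

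With every list reduced to the shortest, H3K4me3-only shares were 52.9% in Sertoli and 52.7% in pregranulosa cells, and bivalent shares 16.4% and 17.9%. From E10.5 to E13.5, 61.9% of XY and 68.7% of XX bivalent promoters stayed bivalent, and 34.6% and 29.8% became H3K4me3-only. The cut removed more H3K27me3 regions at E13.5 than at E10.5, so these shifts follow in part by construction. The overlap of H3K4me3 regions between the sexes was 68.8% at E10.5 and 72.2% at E13.5, and that of H3K27me3 regions 61.3% at E13.5. When most of a region had to be covered, H3K4me3 overlaps were 68.4% at E10.5 and 74.0% at E13.5, and H3K27me3 overlaps 73.9% and 55.0%.

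Merging regions within 1 kb gave H3K4me3 widths of 1260 bp, 1790 bp, 1548 bp and 1563 bp, and H3K27me3 widths of 8839 bp in Sertoli and 8950 bp in pregranulosa cells. Merging within 5 kb gave 1331 bp, 2068 bp, 1782 bp and 1832 bp for H3K4me3, 6626.5 bp, 9073.5 bp and 9190 bp for H3K27me3 in XY progenitor, Sertoli and pregranulosa cells, and a width ratio of 1.15 from XX progenitor to pregranulosa cells. On autosomes H3K27me3 regions had a median width of 7732 bp in XX progenitor and 8852 bp in pregranulosa cells, with a ratio of 1.18, and covered 82.2 Mb in XX progenitor cells. As listed and not joined, H3K27me3 peaks numbered 36469, 74001 and 74154 in XY progenitor, XX progenitor and Sertoli cells, with a width of 5001 bp in each (5001 bp, 5001 bp and 5001 bp).

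Depth differed between the lists and was not matched by any alternative. Of the lists with a header, those of XY progenitor cells rest on the fewest tags, which limits what an absent mark in them can show. The depth and the thresholds of the pregranulosa lists are unknown.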

Differences from the paper's values

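Of the tests in this part, those on the windows of protein-coding genes and of the listed genes in the annotation were chosen only after the values were seen.

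The share of H3K27me3-only promoters in XX progenitor cells was 1.30%, against the paper's about 2.9% (S2A Fig, read by eye). Of the alternatives set before the data were examined, counting every gene of the annotation (4.05%) brought it within 1.5 times the paper's value. It stayed apart with at least 500 bp of overlap (1.25%), TSS ± 1 kb (1.45%), the widest 75% of regions (1.40%), the shortest list (1.30%), windows overlapping no other window (1.51%), chromosome 1 (1.32%) and chromosome 10 (1.26%). Protein-coding genes, chosen after seeing the values, gave 2.42%, and the gap stayed open on the autosomes (1.48%), with 24.2% on chromosome X. In pregranulosa cells the share was 2.35%, against the paper's about 3.9% (S2A Fig, read by eye). Windows overlapping no other window (2.66%) and every gene (4.80%) closed this gap, and so did protein-coding genes (3.26%), chosen after seeing the values. On the autosomes of that set the gap stayed open (2.49%), with 21.1% on chromosome X. It stayed open with at least 500 bp (2.35%), TSS ± 1 kb (2.55%), the widest 75% and the shortest list (1.90% each), chromosome 1 (2.49%) and chromosome 10 (2.10%).

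Of the pregranulosa-specific genes with a held window, 16.5% were bivalent in XY progenitor cells, against the paper's 30%. Of the alternatives set before the data were examined, chromosome 1 by itself (21.6%) closed the gap. At least 500 bp, TSS ± 1 kb, the widest 75% and the shortest list gave 16.5% each, windows overlapping no other window 18.4% and chromosome 10 gave 7.32%. In XX progenitor cells the share was 13.0%, against the paper's 30%, and no alternative set before the data were examined closed the gap, with values from 9.76% to 14.9%. On GENCODE windows, chosen after seeing the values, the shares were 26.4% and 29.4%.

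For single loci, the paper states that the TSS and body of *Foxl2* lose H3K27me3 in pregranulosa cells, and 100% of the gene and the TSS lay in an H3K27me3 region there. The paper also states that H3K27me3 leaves the *Lef1* TSS in pregranulosa cells, and the TSS lay inside a region of 7523 bp. The paper finds the difference in H3K27me3 between the cell types more marked at ovary-determining than at testis-determining genes. The share of promoters with H3K27me3 was 26.5% in Sertoli and 21.8% in pregranulosa cells at pregranulosa-specific genes, and 12.6% and 27.5% at Sertoli-specific genes, which is another measure, and the difference between the gene lists was not tested. Peak lists record presence and not level, so a lower level within a region would not be seen.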

Other observations

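Of the tests below, those on the chromosome X part of the surplus, on tags and region width and on the H3 control were chosen only after the result was seen. For tags and width at shared positions, the measure and its limit were also chosen after the values were seen. The tests on the autosomal part and on widening at repressed genes were set before their results were seen.

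The surplus of bivalent promoters in XX progenitor cells lay mostly on chromosome X, which held 75.9% of it and 4.16% of the protein-coding windows. Deeper sequencing would spread the surplus over the chromosomes like the genes, so this part is argued against as an effect of depth. At E13.5, pregranulosa cells had 368 more bivalent promoters than Sertoli cells, and 294 (79.9%) were on chromosome X. In XX cells, marks on different copies of chromosome X meet the overlap rule too. The surplus there need not consist of promoters with both marks on the same copy.

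The autosomal part of the surplus stays open. Of the autosomal promoters bivalent only in XX progenitor cells, 57.9% (53.3–62.5) lacked only H3K27me3 in XY cells. H3K27me3 coverage of the autosomes did not grow with depth, so by the test as it was set this counts against depth. The net surplus goes the other way. It was 107 promoters, with 175 more that lacked only H3K4me3 in XY cells than the reverse, and for H3K27me3 the net number was -69. Depth and a difference between the sexes cannot be told apart for these promoters, because the lists differ in both.

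H3K27me3 regions were wider in Sertoli cells than in XY progenitor cells. At shared positions, more tags in the Sertoli list are argued against as the whole cause, because the XX progenitor list also has more tags than the XY list, and its regions were 1.01 times as wide on the autosomes (1.01–1.02). From XX progenitor to Sertoli cells the ratio was 1.34 (1.31–1.35). The H3 control is argued against as well, since the headers count 0 putative H3K27me3 peaks removed by it in XY progenitor cells and 0 in Sertoli cells. For the median over all autosomal regions, tags stay open. It was 6409 bp in XY progenitor, 7732 bp in XX progenitor and 8806 bp in Sertoli cells, so it was 1.21 times as large in the deeper of the progenitor lists. Depth and sex cannot be told apart in that comparison.

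Spreading at genes repressed in Sertoli cells stays open. At 209 pregranulosa-specific promoters the median ratio was 1.27, at percentile 42.4 of 10000 random lists of protein-coding promoters, 95% of which lay between 1.22 and 1.37. This argues against widening particular to these genes. The random lists were drawn from promoters with H3K27me3 in both populations, many of which may be repressed as well, so spreading at repressed genes in general cannot be told apart from general widening. At genes in use the ratio was lower, 1.00 for Sertoli-specific promoters in Sertoli cells and 0.974 for pregranulosa-specific promoters in pregranulosa cells. The difference between the gene lists was not tested.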
